# Comparative transcriptomic profiling of hydrogen peroxide signaling networks in zebrafish and human keratinocytes: Implications toward conservation, migration and wound healing

**DOI:** 10.1038/srep20328

**Published:** 2016-02-05

**Authors:** Thomas S. Lisse, Benjamin L. King, Sandra Rieger

## Abstract

Skin wounds need to be repaired rapidly after injury to restore proper skin barrier function. Hydrogen peroxide (H_2_O_2_) is a conserved signaling factor that has been shown to promote a variety of skin wound repair processes, including immune cell migration, angiogenesis and sensory axon repair. Despite growing research on H_2_O_2_ functions in wound repair, the downstream signaling pathways activated by this reactive oxygen species in the context of injury remain largely unknown. The goal of this study was to provide a comprehensive analysis of gene expression changes in the epidermis upon exposure to H_2_O_2_ concentrations known to promote wound repair. Comparative transcriptome analysis using RNA-seq data from larval zebrafish and previously reported microarray data from a human epidermal keratinocyte line shows that H_2_O_2_ activates conserved cell migration, adhesion, cytoprotective and anti-apoptotic programs in both zebrafish and human keratinocytes. Further assessment of expression characteristics and signaling pathways revealed the activation of three major H_2_O_2_–dependent pathways, EGF, FOXO1, and IKKα. This study expands on our current understanding of the clinical potential of low-level H_2_O_2_ for the promotion of epidermal wound repair and provides potential candidates in the treatment of wound healing deficits.

The skin forms a barrier that prevents water loss and protects against the external environment^1^. This barrier is compromised upon injury, whereby a dynamic multi-step process is stimulated involving modulation of complex gene regulatory networks and cellular interactions by local trophic and endocrine factors^2^. Wound repair consists of three major overlapping, yet distinct phases – inflammation, tissue formation and remodeling – that need to be orchestrated to achieve proper tissue repair and regain protection from opportunistic infections^3^. During the early stages of repair, re-epithelialization or resurfacing of wounds occurs to restore the epidermal barrier^4^,^5^. This step involves migration and proliferation of keratinocytes from the surrounding epidermis, which undergo pronounced genomic and molecular changes. For example, as keratinocytes begin to migrate in response to acute injury, basal keratinocytes near the excisional wound margin in the migrating “tongue” express a distinct pattern of keratins reflecting their activation state toward wound closure^6^.

A number of soluble mediators, including epidermal and platelet-derived growth factors, are known to influence the re-epithelialization process by making the extracellular and intracellular environment more permissible to repair^3^,^7^,^8^,^9^. Other factors include the small reactive oxygen species (ROS) hydrogen peroxide (H_2_O_2_)^10^, but its intrinsic mechanisms of action at both the genomic and molecular levels have remained largely unexplored. All aerobic organisms routinely experience physiological, stress and environmental conditions that provoke the accumulation and decomposition of ROS. H_2_O_2_ was initially recognized as a toxic oxygen derivative and byproduct of normal metabolism, capable of assaulting a range of vital cellular structures and biomolecules^11^. However in time, it became clear that H_2_O_2_ can also behave as a signaling molecule to regulate numerous conserved biological functions from proliferation, senescence to programmed cell death. For example, low concentrations of H_2_O_2_ can increase DNA synthesis within resting rat vascular smooth muscle cells through the expression of proto-oncogenes, *c-fos* and *c-myc*^12^. H_2_O_2_ signal transduction is evolutionarily conserved and is relayed through cells via receptors, protein kinases, structural components and downstream transcription factor-dependent mechanisms^13^,^14^. A classic example is the cysteine oxidation of the c-jun N-terminal kinase (JNK) that activates the AP-1 transcription factor upon elevated levels of H_2_O_2_, which modulates transcriptional responses across species with distinct biological outcomes^15^. Importantly, target cysteine oxidation can be assessed by detection of sulfenic acid intermediates, as was recently shown for epidermal growth factor receptor (EGFR) after H_2_O_2_ treatment^16^. Moreover across non-vertebrate species, plants have evolved the multifunctional use of lower concentrations of ROS to regulate growth and developmental processes, such as cell elongation^17^ and adaptations in response to environmental conditions^18^, and the hypersensitive response to wounds^19^ that involves activation cascades of multiple kinases and transcription factors.

Zebrafish has been widely used as a vertebrate model to study how the organism utilizes H_2_O_2_ to alert and mobilize cells when a tissue has been injured and needs repair. Within the complex cutaneous wound milieu, a number of immune cell types are recruited to the wound area by H_2_O_2_. For example, in zebrafish the Src family kinase Lyn is a known redox sensor in neutrophils that regulates neutrophil recruitment toward the wound^20^. It has been proposed that this process is regulated by a tissue-scale gradient of H_2_O_2_ emanating from the wound^21^. H_2_O_2_ gradients were recently found to be crucial for neutrophil reverse migration in wounded zebrafish^22^. In addition to its functions in immune cell migration, low levels of H_2_O_2_ (0.01%) are known to promote cutaneous sensory axon repair in injured zebrafish^23^. The overall beneficial effects of H_2_O_2_ are conserved across species, as recent studies have shown that “low” (0.5%) but not “high” (3%) H_2_O_2_, which is typically applied to human wounds to avoid infections, accelerates wound closure and angiogenesis in mice^24^. Yet, significant attenuation of H_2_O_2_ through overexpression of the antioxidant catalase delays wound healing in mice^25^, suggesting that narrow concentrations of H_2_O_2_ are key to rapid wound repair. *In vitro* studies using “scratched” keratinocytes^26^, corneal epithelial cells^27^, and a keratinocyte-fibroblast pseudo-wound healing co-culture^28^ system further suggest that low concentrations of exogenous H_2_O_2_ significantly accelerate keratinocyte migration during scratch wound repair in higher organisms.

The motogenic mechanisms of H_2_O_2_-induced keratinocyte migration are still largely unclear. Classically, keratinocyte migration has been studied from the perspective of growth factor-activated kinase signaling. For example, hepatocyte growth factor or EGF-stimulated human epidermal keratinocytes require extracellular signal-regulated kinase (ERK), but not JNK-AP-1, activation to stimulate cell molitlity^29^. Furthermore, these signaling processes which promote motility are highly dependent on specialized extracellular matrix (ECM)-driven factors^30^. In terms of H_2_O_2_, by using the human keratinocyte line HaCaT, Loo *et al.* demonstrated that H_2_O_2_ can activate downstream ERK1/2 phosphorylation cascades via EGFR activation, stimulating an increase in both proliferation and migration independent of the stress sensor p38 MAPK^26^. In part, H_2_O_2_ may also involve the indirect activation of the EGFR by targeting and blocking receptor-type protein-tyrosine phosphatases^31^. In addition, H_2_O_2_ was recently shown to directly phosphorylate and oxidize the EGFR catalytic site for its activation in epidermoid carcinoma cells^16^, linking the EGFR as a major upstream oxidation target for cellular responses.

Under basal conditions, ROS/H_2_O_2_ are generated largely in the mitochondrial electron transport chain where molecular oxygen is converted into free radicals and subsequently degraded to water and oxygen. In the cytoplasm, H_2_O_2_ production is regulated by NADPH oxidases (NOXs) that are located at the plasma membrane. NOX enzymes transfer electrons derived from NADPH to molecular oxygen to generate superoxide radicals and ultimately H_2_O_2_. From a health perspective, altered ROS generation and catabolism lead to pathological conditions such as atherosclerosis, Parkinson’s disease, Alzheimer’s disease and aging^32^,^33^,^34^,^35^. NOX activation after injury is essential to promote wound repair. Overall, the precise regulation of H_2_O_2_ levels within cells is essential for various cellular functions and wound repair, whereas uncontrolled production leads to disease. Here we provide a comprehensive evaluation of the genome-wide effects of low-level H_2_O_2_ in epithelial keratinocytes by comparing gene signatures in zebrafish using RNA-seq with a previously published human keratinocyte cell line that had been analyzed via oligonucleotide microarrays^36^. Our findings elaborate on the complexity of the transcriptional response to H_2_O_2_ within the cutaneous environment among vertebrate species.

## Results

### Comprehensive whole transcriptome RNA-seq analysis of larval zebrafish in response to low-level H_2_O_2_ stimulation

Appraisal of whole transcriptomic changes upon H_2_O_2_ treatment using next generation sequencing (NGS) approaches is appropriate to dissect genomic and molecular pathways at an ultra-sensitive level, and has yet to be applied for this purpose to date. 

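Messenger RNA from pools of whole larvae was sequenced in 3 untreated libraries and in 3 libraries from larvae treated with 3 mM H2O2. The paper gives the larvae as 4 days post fertilization and the treatment as 3 hours, whereas the sample labels give 3 days and 2 hours. The authors aligned the reads to Ensembl transcripts of the Zv9 assembly with RSEM, computed CPM and tested each gene with edgeR. The deposited table holds 670 genes, which are the genes that passed the authors' thresholds on p and log2 CPM in these same libraries. Values of other genes are not in it. The deposited value per library is log2(CPM + 1). Turned back into reads, these values were whole numbers within 0.02 for 100% of the genes in every library. The totals that this implies ranged from 24727594 to 39766947 reads per library, and the lowest count above 0 was 13 reads. A value of 0 was listed for 1 gene in 1 library. Each difference is the mean log2(CPM + 1) of the treated libraries minus that of the untreated libraries. It is smaller than the log2 fold change of the CPM themselves where expression is low. Differences were tested with limma, two-sided, and the p-values were adjusted by Benjamini-Hochberg over 24050 tests, the number of genes that the paper counts as expressed. Because the genes had been selected by p on these libraries, a count adjusted over a list of them alone is not independent evidence of a response.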

To better understand the role of low H_2_O_2_ levels on signaling pathways, we performed genome-wide transcriptional analyses using RNA-seq to compare untreated wildtype 4 day post fertilization (dpf) zebrafish larvae in the absence of injury and upon treatment for 3hr with 3 mM (0.01%) H_2_O_2_ (Fig. 1). We previously demonstrated that incubation of larval zebrafish for up to 12 hours in 3 mM H_2_O_2_ promotes intra-epidermal sensory axon regeneration^23^, suggesting that this concentration of H_2_O_2_ is highly beneficial for tissue restoration in zebrafish larvae. We next assessed H_2_O_2_ diffusion properties with the H_2_O_2_-selective chemical sensor pentafluorobenzenesulfonyl-fluorescein (HPF) to determine potential tissues relevant for our gene expression analysis. While larvae treated with the sensor but not H_2_O_2_ exhibited no fluorescence, treatment with H_2_O_2_ led to selective fluorescence in the skin epithelium and gut, presumably due to ingestion (Fig. 1b). Therefore, differential gene expression induced by H_2_O_2_ should largely reflect changes in these tissues.

For RNA-seq, paired-end reads were aligned to the zebrafish transcriptome annotated by Ensembl (version 73)^37^ from the Zv9 zebrafish genome assembly^38^ using RSEM^39^ to generate read counts per million (CPM) for each transcript and gene. 11,736 genes out of the 35,786 genes annotated were not expressed as they had zero CPM for all six samples analyzed. Expressed genes consisted of annotated protein coding genes (~82.4%), uncharacterized protein coding genes (13.8%), processed transcripts (2.6%), pseudogenes (0.4%), antisense RNAs (0.4%), long intergenic non-coding RNAs (lincRNAs; 0.3%), and sense intronic (0.03%) elements (Fig. 1c). In general, processed transcripts have no known open reading frame with unique structures, lincRNAs are longer than 200 nucleotides, antisense RNAs intersect any exon of a protein coding locus on the opposite strand, and sense intronic loci reside within coding gene introns but do not intersect any exons on the same strand.

To determine any potential aberrant transcriptional impact of H_2_O_2_ treatment on zebrafish larvae, we evaluated the complexity of transcripts under the experimental conditions (Fig. 1d). By calculating the contribution of cumulative reads to the total transcript (i.e. % contribution to the total transcript) between untreated and H_2_O_2_-treated samples, we observed a complete overlap in the analysis, suggesting that changes in the transcriptome are biologically-relevant and specific to the treatment. Using log_2_-transformed CPM values determined for each sample by RSEM, differential expression was determined using R/edgeR^40^. Gene expression data was transformed and visualized on a M (difference between log intensities)/A (average mean) scale using CPM metrics (Fig. 1e). 

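The genes that were higher in treated larvae lay a median of 0.42, 0.34 and 0.72 log2(CPM + 1) above the untreated mean in H2O2 replicates 1, 2 and 3. The genes that were lower lay at a median of −0.46, −0.43 and −0.60 in the same libraries. H2O2 replicate 3 lay farthest from the untreated mean in 316 of the higher genes and in 147 of the lower genes. In 391 genes every treated library lay above every untreated library, and in 238 genes every treated library lay below. Chance separates 3 libraries from 3 others in 10% of genes, although these genes had been selected on the same libraries. No gene passed an adjusted p of 0.05 from limma, the lowest adjusted p being 0.0675, while 372 genes were higher and 253 lower at an unadjusted p under 0.05. With the adjustment made over the table alone, 365 higher and 252 lower genes passed, which is not independent evidence. Without H2O2 replicate 2, 9 higher genes passed, and without H2O2 replicate 3, 1 lower gene passed.

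**Figure D1:**
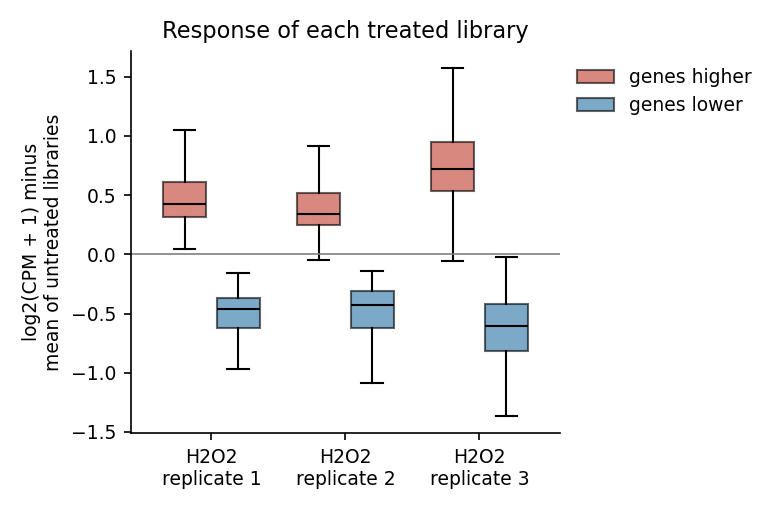
Difference of each treated library from the mean of the untreated libraries, in log2(CPM + 1), over the genes that were higher (red) and lower (blue) in the deposited table. Boxes give the median and quartiles over genes and whiskers reach to 1.5 times the interquartile range; the medians of H2O2 replicate 3 (0.72 and −0.60) lie farthest from 0.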

Using statistical and expression criteria (p < 0.05 and log_2_CPM > 1 respectively), 670 transcripts were identified as being differentially regulated when comparing H_2_O_2_ vs. untreated samples, of which 414 were significantly up and 256 were significantly downregulated (Worksheet 1). 

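Of the gene models listed as uncharacterized in the deposited files, 38 in the table were higher and 18 lower in treated larvae. For 31 of them the files name a protein family. CABZ01041812.1, annotated as a ferric chelate reductase, had a difference of 1.31 (standard error 0.16, adjusted p = 0.0675 from limma). The ferritin heavy chain model zgc:109934 had a difference of 1.20 (standard error 0.13), and the Fos family model CU638738.1 one of −0.80 (standard error 0.15). These 3 models were chosen after their values were seen. A further 1 on the list is not among the genes of the table.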

Among the differentially regulated transcripts, 56 were considered “uncharacterized” displaying some homology to mammalian counterparts, which require future validation (Table S5). These could also be transcripts aligned to genomic regions without transcript information or have no associated gene names. 

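The 12 gene models with the largest positive differences held Hsp70 chaperones, the matrix metalloproteinases mmp9 and mmp13a, the cytochrome P450 genes cyp24a1 and cyp1a, the clock genes cry5 and per2, the AP-1 subunit fosl1a and plek2, which encodes a pleckstrin. In plek2 log2(CPM + 1) was 2.59 ± 0.22 (SD, n = 3) in untreated and 3.94 ± 0.60 (SD, n = 3) in treated larvae. The 12 with the largest negative differences included EGR4 (2 of 2), an immediate early transcription factor, at −1.33 (standard error 0.17), noxo1a, an organizer subunit of NADPH oxidase, at −1.28 (standard error 0.34), and the G protein-coupled receptor GPR3 at −1.10 (standard error 0.14). The difference of cs, citrate synthase, was −2.98 (standard error 0.91, adjusted p = 0.778 from limma), but this gene was listed at 0 in H2O2 replicate 3 and at 3.91 and 3.81 in the other treated libraries, and without replicate 3 the difference was −1.69. Its untreated libraries lay at 5.36, 5.32 and 5.96. Genes were ranked among those whose treated libraries all lie on 1 side of the untreated ones.

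**Figure D2:**
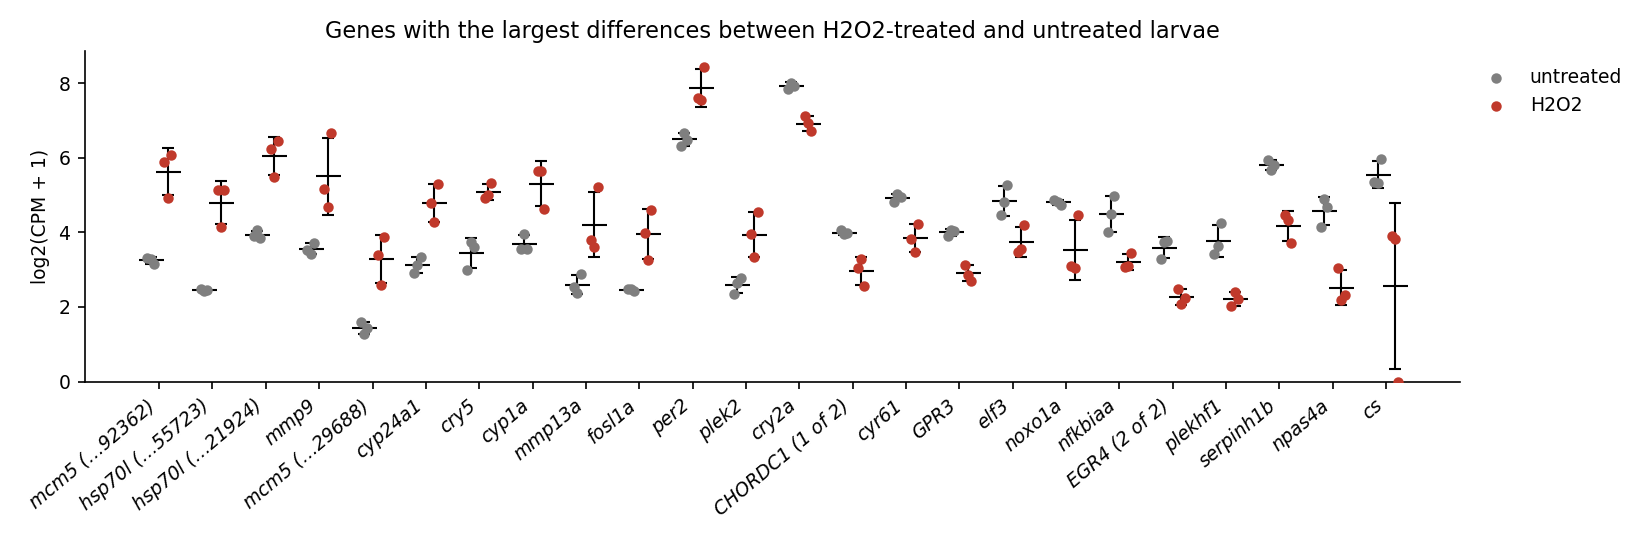
Values of log2(CPM + 1) per library for the gene models with the 12 largest positive (left) and 12 largest negative (right) differences between treated (red) and untreated (grey) larvae. Points are libraries, horizontal lines are means and bars are SD (n = 3); models that share a symbol carry the last digits of their identifier, and the cs value of H2O2 replicate 3 lies at 0.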

The 10 most H_2_O_2_-induced up and down regulated transcripts are reported in Table S1, and an expanded 40-most affected transcripts are presented as supplementary material (Table S6). Many of the statistically significant biologically-relevant transcripts (i.e. including the top/bottom-most transcripts↑hsp70l and ↓npas4) uncovered by RNA-seq were validated using conventional qPCR methods (Fig. 1f; Tables S1 and S7). These transcripts were later found to be part of regulatory networks associated with specialized and enriched biological roles (Section 5).

### Evaluation of the top-most up and down regulated genes after H_2_O_2_ treatment of larval zebrafish

The most elevated transcript after H_2_O_2_ treatment of zebrafish larvae was hsp70l (Tables S1 and S6; Worksheet 1), a heat shock protein involved in regulation of the cell cycle and cytoprotection after stress through protein folding mechanisms and inhibition of apoptosis^41^. 

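The symbol hsp70l stood on 2 gene models, both higher in every treated library than in every untreated one. In ENSDARG00000055723, on chromosome 8 from 5006699 to 5009452 of Zv9, log2(CPM + 1) was 2.45 ± 0.02 (SD, n = 3) in untreated and 4.80 ± 0.58 (SD, n = 3) in treated larvae, a difference of 2.35 (standard error 0.25, adjusted p = 0.0675 from limma). In ENSDARG00000021924, on chromosome 3 from 26908016 to 26911371, the difference was 2.12 (standard error 0.23). Hsp70 genes are near-identical copies that can share reads, so the value of a single model is uncertain. Heat shock and cytosolic chaperone genes, hsp70l included, went both ways, with 6 of the 12 models in the table higher and 6 lower. The 2 models named mcm5, which the files annotate as Hsp70 and which were higher too, are not counted among these 12. The Hsp40 gene dnajb1b had a log2(CPM + 1) of 3.38 ± 0.07 (SD, n = 3) in untreated and 4.48 ± 0.26 (SD, n = 3) in treated larvae, while the Hsp90 gene hsp90aa1.2 was at −0.80 (standard error 0.18) and its co-chaperone CHORDC1 (1 of 2) at −1.03 (standard error 0.18). This split did not pass the test against the rest of the table (adjusted p = 0.584, Fisher's exact test, two-sided). In limma, 0 of the 12 passed over all tests, 6 higher and 6 lower had an unadjusted p under 0.05, and 3 higher and 5 lower passed when adjusted over the list alone.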

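The log2(CPM + 1) value of mmp9, which encodes a gelatinase, was 3.56 ± 0.15 (SD, n = 3) in untreated and 5.51 ± 1.03 (SD, n = 3) in treated larvae, a difference of 1.95 (standard error 0.43, adjusted p = 0.372 from limma). The gene lies on chromosome 8 from 25134455 to 25148890 of Zv9. The collagenase gene mmp13a had a difference of 1.61 (standard error 0.38, adjusted p = 0.473 from limma). Both were highest in H2O2 replicate 3, at 6.66 and 5.22. No protease inhibitor was among the models in the table from the list of matrix proteases, their inhibitors and cell-matrix adhesion genes. All 16 of these models were higher, among them ctssb.1, a cathepsin, at 0.98 (standard error 0.15). This share exceeded that of the rest of the table (adjusted p = 0.00173, Fisher's exact test, two-sided), although genes of a list are not independent of each other. Over all tests, 0 of them passed in limma, 14 had an unadjusted p under 0.05 and 5 passed when adjusted over the list alone. Among genes with a mean log2 value of at least 3, and among those with the authors' p under 0.01, 100% of the list was higher but the list no longer passed Fisher's test. The list holds mmp9, mmp13a, ctssb.1, itgb4, col5a3b, hbegfa and cxcr4a, which the paper also names as higher. Its direction is therefore not fully independent of the paper's choice.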

Other major upregulated transcripts include mmp9 and mmp13a, known matrix metalloproteinases involved in embryonic development and tumor cell motility^42^. Moreover, Mmp13 has a known role in re-epithelialization in mice where it is specifically upregulated in the leading edge of migrating keratinocytes^43^. Also, cry5, a cryptochrome light-sensitive class of conserved flavoproteins that can act as transcriptional repressors within the circadian clockwork^44^, was significantly elevated after H_2_O_2_ treatment. 

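Log2(CPM + 1) of cry5, on chromosome 10 from 40632410 to 40647770 of Zv9, was 3.45 ± 0.39 (SD, n = 3) in untreated and 5.08 ± 0.21 (SD, n = 3) in treated larvae, a difference of 1.63 (standard error 0.21, adjusted p = 0.0775 from limma). The light-induced clock gene per2 had a difference of 1.37 (standard error 0.24) and cry-dash, a relative of the DNA photolyases, was at 4.48 ± 0.22 (SD, n = 3) in untreated and 5.78 ± 0.19 (SD, n = 3) in treated larvae. The cryptochrome cry2a was lower, at −1.01 (standard error 0.14). Of 19 circadian clock and light-induced genes found in the table by symbol, 13 were higher and 6 lower, which did not pass the test against the rest of the table (adjusted p = 0.797, Fisher's exact test, two-sided). The uncharacterized model CR391991.1, annotated as a period homolog and higher in treated larvae, is not counted among them. The limma test passed 0 of the 19 over all tests, 12 higher and 6 lower had an unadjusted p under 0.05, and 12 higher and 4 lower passed when adjusted over the list alone. The times at which the groups were collected are not given.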

Interestingly, overexpression of another cryptochrome (cry1) in colorectal tumors correlates with metastasis formation^45^. The molecular and biological link between increased *cry5* after H_2_O_2_ treatment is unclear, but may point to a light-induced H_2_O_2_ signaling role after skin wounding, possibly involving migration. Next, the ~60 most top and bottom statistically significant transcripts regulated by H_2_O_2_ were evaluated using hierarchical clustering to identify tendential patterns between the experiments and individual transcripts (Fig. 1g and Table S6). A gene cluster that showed the greatest difference between untreated and treated samples include *hsp70l, mmp9, mmp13* and *mcm5*. Of note, mcm5 (minichromosome maintenance complex component 5) is a chromatin-binding protein implicated in the initiation of DNA replication^46^, suggesting pro-mitotic effects of H_2_O_2_ treatment. 

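The symbol mcm5 stood on 2 gene models of the table. In ENSDARG00000092362, log2(CPM + 1) was 3.25 ± 0.10 (SD, n = 3) in untreated and 5.63 ± 0.63 (SD, n = 3) in treated larvae, a difference of 2.38 (standard error 0.27, adjusted p = 0.0675 from limma). The other model, ENSDARG00000029688, had a difference of 1.85 (standard error 0.29, adjusted p = 0.143 from limma). They lie on chromosome 3 from 26912754 to 26915504 and on chromosome 3 from 26912773 to 26922329 of Zv9 and overlap by 2732 bases, so they can share reads. The deposited files annotate both as members of the 70 kDa heat shock protein family, and the reference names give them as HSPA2 and hsp70.1. The reference places the symbol MCM5 on ENSDARG00000019507, which is not among the genes of the table. Of 57 symbols of cell cycle and DNA replication genes, mcm5 alone was in the table, with these 2 models higher, 0 passing in limma over all tests and 2 passing when adjusted over the list alone or at an unadjusted p under 0.05.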

Interestingly, although spanning several clusters, members of the mitochondrial cytochrome P450 superfamily of enzymes (i.e. *cyp1a* and *cyp24a1*) showed large expression differences between untreated and H_2_O_2_-treated samples. 

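The log2(CPM + 1) value of cyp1a was 3.69 ± 0.23 (SD, n = 3) in untreated and 5.31 ± 0.59 (SD, n = 3) in treated larvae, a difference of 1.62 (standard error 0.28). For cyp24a1, values were 3.12 ± 0.21 (SD, n = 3) and 4.79 ± 0.51 (SD, n = 3), with a difference of 1.67 (standard error 0.24, adjusted p = 0.101 from limma). The retinoic acid hydroxylase gene cyp26a1 was higher by 0.71 (standard error 0.22; 0.44 without H2O2 replicate 3), and lrata, which encodes a lecithin retinol acyltransferase, stood at −1.01 (standard error 0.16). Together, 5 aryl hydrocarbon, retinoid and vitamin D genes were higher and 3 lower, which did not pass the test against the rest of the table (adjusted p = 1, Fisher's exact test, two-sided). With limma over all tests 0 of these 8 passed, 8 had an unadjusted p under 0.05, and 2 higher and 2 lower passed when adjusted over the list alone.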

Cyp1a is involved in the metabolism of xenobiotic substrates, while Cyp24a1 initiates the catabolism of 1,25-dihydroxyvitamin D_3_ (1,25D_3_), the physiologically active form of vitamin D^47^, a well-known steroid hormone with anti-proliferative effects enriched in skin^48^,^49^,^50^,^51^. The latter suggests that the vitamin D system is suppressed during H_2_O_2_-induced molecular responses (see Discussion).

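The neuronal transcription factor gene npas4a, on chromosome 14 from 31506584 to 31512448 of Zv9, had a log2(CPM + 1) of 4.57 ± 0.38 (SD, n = 3) in untreated and 2.52 ± 0.46 (SD, n = 3) in treated larvae. Its difference was −2.05 (standard error 0.26, adjusted p = 0.0775 from limma). The collagen chaperone gene serpinh1b went from 5.82 ± 0.13 (SD, n = 3) to 4.17 ± 0.40 (SD, n = 3), a difference of −1.64 (standard error 0.20, adjusted p = 0.0675 from limma). Among 17 immediate early and AP-1 genes found in the table by symbol, npas4a among them, 9 were higher and 8 lower. The Fos family model CU638738.1, which was lower, is not counted among them. The AP-1 subunit fosl1a was at 1.49 (standard error 0.29). The split did not pass the test against the rest of the table (adjusted p = 0.624, Fisher's exact test, two-sided). Tested by limma, 0 of these genes passed over all tests, 7 higher and 8 lower had an unadjusted p under 0.05, and 1 higher and 3 lower passed when adjusted over the list alone.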

Amongst the most downregulated gene clusters upon H_2_O_2_ treatment were *npas4a* and *serpinh1b*. Npas4 (neuronal PAS domain protein 4) is a transcriptional activator that modulates cytoskeletal gene expression^52^ and is induced during ischemic tissue injury^53^, yet its role in the context of H_2_O_2_ signal transduction is unclear. Serpinh1 (serpin peptidase inhibitor, clade H, member 1; also called heat shock protein 47) is localized in the endoplasmic reticulum and acts as a molecular chaperone in the collagen biosynthetic pathway^54^, whereby a decrease in fibrosis is part of the cellular migratory phase during injury^2^. Thus, H_2_O_2_-depdendent downregulation of *serpinh1* may be involved in matrix integrity, composition and cell-matrix interactions important for cell migration and spreading.

NF-κB activation can occur through multiple mechanisms and has been shown to require the generation of reactive oxygen intermediates (ROI)^55^. Previous findings have shown that H_2_O_2_ can induce NF-κB activation via Syk-mediated tyrosine phosphorylation of IκBα, an inhibitor of NF-κB, in transformed myeloid cells lines^56^. It is also known that H_2_O_2_ prolongs NF-κB nuclear localization by suppressing its export through polyubiquitination of signaling intermediates^57^. *nfkbiaa* (nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha [IκBα] a), an inhibitor of NF-κB signaling and homologue to human IκBα^58^, was found to be one of the most down-regulated transcripts in our study (Table S1). Also, *nfkbiaa* formed a top-ranking downregulated gene cluster along with *plekhf1* and *elf3* after H_2_O_2_ treatment (Fig. 1f). 

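Log2(CPM + 1) of nfkbiaa was 4.50 ± 0.48 (SD, n = 3) in untreated and 3.21 ± 0.21 (SD, n = 3) in treated larvae, a difference of −1.29 (standard error 0.23, adjusted p = 0.230 from limma). The difference was −1.56 (standard error 0.22, adjusted p = 0.0849 from limma) for plekhf1, an endosomal adaptor, and −1.12 (standard error 0.25, adjusted p = 0.398 from limma) for the epithelial transcription factor elf3. Of 11 NF-κB pathway and inflammatory genes in the table, 9 were higher and 2 lower, the latter being nfkbiaa and nfkbiab. The cytokine signaling inhibitor socs3b was higher by 0.58 (standard error 0.18), and irg1l, an immune-responsive gene, by 0.77 (standard error 0.33; 0.37 without H2O2 replicate 3), with an overlap between the groups. The split did not pass the test against the rest of the table (adjusted p = 0.366, Fisher's exact test, two-sided). In limma, 0 of the 11 passed over all tests, 8 higher and 2 lower had an unadjusted p under 0.05, and 0 higher and 1 lower passed when adjusted over the list alone.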

To determine if indeed the NF-κB signaling pathway was activated in zebrafish treated with H_2_O_2_, we utilized a transgenic NF-κB:EGFP reporter line^59^ (Fig. 2). After 2hr of H_2_O_2_ treatment, the Tg(NF-κB:EGFP) reporter line resulted in both an increase in the mean fluorescence and the number of GFP^+^ cells localized to the periphery of the tail fin (Fig. 2a–d). As the actual identity of the GFP^+^ cells is unclear, our enriched pathway analysis of the RNA-seq data suggests an increase in immune cell trafficking as reflected by changes in expression of 24 implicated genes (Table S2). Thus, H_2_O_2_ prolongs NF-κB activity in larval zebrafish, in part, by suppressing negative transcriptional regulatory mechanisms. 

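Of the 24 names in the paper's leukocyte migration list, 22 matched 24 gene models of the table, and CNR2 and RGS1 are not among its symbols. The 24 models were all higher in treated larvae, by 0.37 to 1.95. They included the cholesterol transporter abca1a at 0.83 (standard error 0.13). The study chose this list on these libraries, so its direction is not independent evidence. Over all tests, 0 of the 24 models passed in limma, while 24 had an unadjusted p under 0.05 and 24 passed when adjusted over the list alone. Of 7 leukocyte marker models in the table, listed from textbook knowledge, 5 were higher and 2 lower, a split that did not pass the test against the rest of the table (adjusted p = 0.824, Fisher's exact test, two-sided). Among the higher ones are mmp9, mmp13a and cxcr4a, which are also on the matrix list. The paper names these genes as higher, so the direction of the markers is not fully independent of its choice. The membrane-shaping gene bin2b was at 0.52 (standard error 0.22), and at 0.25 without H2O2 replicate 3. Of the markers, 0 passed in limma over all tests or when adjusted over the list alone, and 5 higher and 2 lower had an unadjusted p under 0.05.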

Our findings point to a potential alternative transcriptional regulatory role of H_2_O_2_, apart from post-translational events, in the control of NF-κB signaling during inflammatory responses.

### Identification of enriched H_2_O_2_-induced transcriptional and biological pathways in zebrafish larvae

Knowledge-base curation of biological and molecular information facilitates the meaningful interpretation and hypothesis testing of genome-wide transcriptomic data. We applied QIAGEN’s Ingenuity^®^ Pathway Analysis (IPA) software to appraise the H_2_O_2_-regulated differentially expressed genes (Worksheet 2). Based on these analyses, we were able to generate a map of enriched biological functions after low-level H_2_O_2_ treatment. Collectively, the change in H_2_O_2_-mediated transcripts suggests an overall positive effect on cell survival, viability, growth, lipid biosynthesis and motility (Table S2). For example, IPA predicted an increase in cell survival functions after H_2_O_2_ treatment by way of induction of early pro-survival *foxo1, cxcr4, xiap* and *rictor* transcripts (Worksheet 2). 

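Across the gene groups, matrix and cell-matrix adhesion genes, Nrf2 target genes and genes of lipid and glucose metabolism were mostly higher in treated larvae. Endoplasmic reticulum chaperones with unfolded protein response genes, photoreceptor genes and ionocyte genes were mostly lower. Heat shock, clock and immediate early genes went both ways. Of the table as a whole, 61.8% of the genes were higher. Against the rest of the table, 6 of the 15 lists with at least 5 gene models passed an adjusted p of 0.05 in Fisher's exact test. Among genes with the authors' p under 0.01 1 of these lists passed, that of photoreceptor genes, and among those with a mean log2 value of at least 3 the photoreceptor and endoplasmic reticulum lists did. The table holds only genes that the authors had selected, so whether a list is over-represented among all genes was not tested. Genes of a list share regulators and are not independent, which Fisher's test does not take into account. The matrix, Nrf2, metabolic and endoplasmic reticulum lists also hold genes whose direction the paper names. The paper's functions came from Ingenuity software, and from the genes mapped to them it proposes a benefit for survival and motility. Its account of migration also rests on scratch closure and PCR in human keratinocytes and a comparison with human cells, which were not analysed here.

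**Figure D3:**
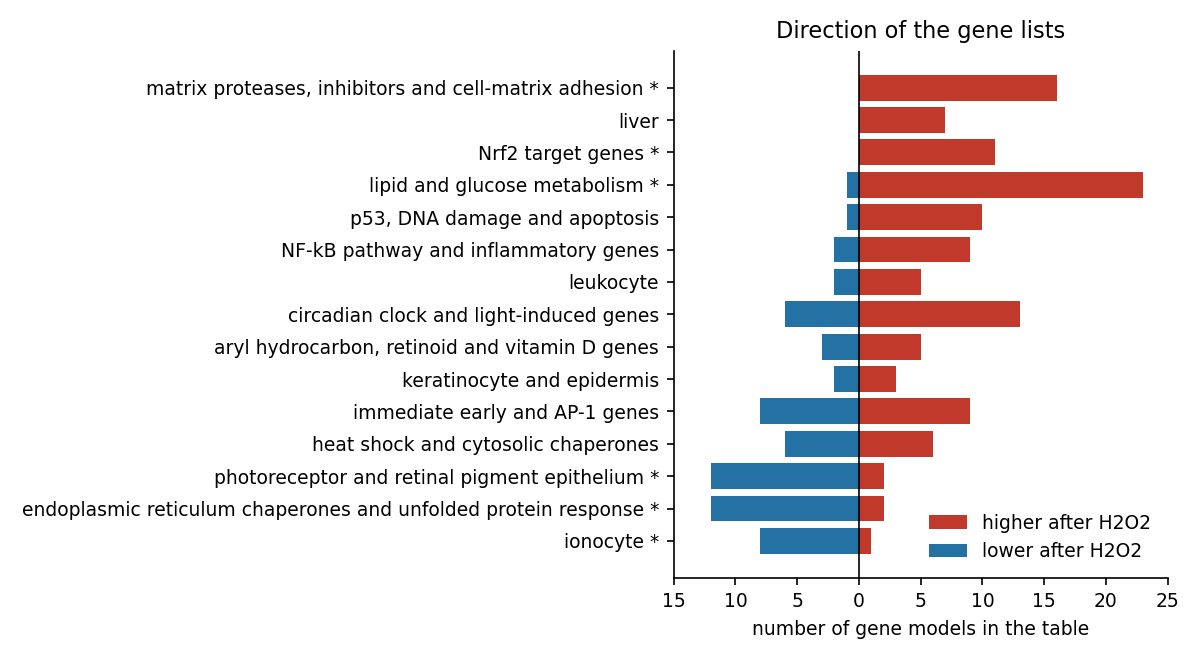
Number of gene models that were higher (red, to the right of 0) or lower (blue, to the left of 0) in treated larvae, for the 15 lists with at least 5 models in the table. An asterisk marks the 6 lists with an adjusted p under 0.05 from Fisher's exact test against the rest of the table.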

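The differences in foxo1a, cxcr4a, xiap and rictorb were 0.42, 0.42, 0.39 and 0.41 (standard errors 0.12, 0.15, 0.12 and 0.11). In each of them every treated library lay above every untreated one. Of the 4 genes, 0 passed in limma over all tests and 4 were at an unadjusted p under 0.05. All 4 passed when adjusted over the list alone, which is not independent evidence because the study chose them on these libraries. Of 11 p53, DNA damage and apoptosis genes in the table, 10 were higher and 1 lower (adjusted p = 0.110, Fisher's exact test against the rest of the table, two-sided). The nucleotide excision repair genes ddb2 and xpc, also on the list of circadian clock and light-induced genes, were higher by 0.64 and 0.62 (standard errors 0.15 and 0.14). The limma test passed 0 of these genes over all tests, 10 higher and 1 lower had an unadjusted p under 0.05, and 4 higher and 0 lower passed when adjusted over the list alone.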

Xiap is a member of the inhibitor of apoptosis family of proteins, while rictor is a subunit of mTORC2, which regulates cell growth and survival in response to growth factor and hormonal signals^60^. In addition, by using the Downstream Effects Analysis feature of the Ingenuity^®^ Knowledge Base we uncovered biological and disease trends for H_2_O_2_-treated zebrafish larvae (Fig. 3a). Using this method, a color-coded heatmap depicting z-score predictions for enriched disease and biological function terms such as “cell movement” with p-values (i.e. categories with most significant p-values are left to right of the heatmap) were generated. Importantly, a significant proportion of the “cell movement” heatmap squares contacted a positive z-score. Within the H_2_O_2_ signaling-related “cell movement” heatmap were 24 transcripts that include *mmp9, hbegf* and *adam8* (Worksheet 2). For example, Hbegf-Egfr signaling is well known to promote epithelial cell migration during development^61^. 

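Of the genes named here beside mmp9, hbegfa encodes a ligand of the EGF receptor and adam8a a membrane-bound metalloproteinase. Log2(CPM + 1) of hbegfa was 4.04 ± 0.12 (SD, n = 3) in untreated and 4.44 ± 0.11 (SD, n = 3) in treated larvae, a difference of 0.40 (standard error 0.13, adjusted p = 0.839 from limma). In adam8a the values were 2.77 ± 0.12 (SD, n = 3) and 3.17 ± 0.25 (SD, n = 3), a difference of 0.40 (standard error 0.15, adjusted p = 1 from limma), or 0.26 without H2O2 replicate 3.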

The down regulated differentially regulated transcripts after H_2_O_2_ treatment (Table S3) pointed to a decrease in cellular stress (e.g. ER stress) and cell-to-cell signaling possibly due to disruption of intercellular junctions to promote movement mediated by *cyr61* and *mylk* (Worksheet 2). 

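Of 14 genes of endoplasmic reticulum chaperones and the unfolded protein response in the table, 12 were lower in treated larvae and 2 higher. The stress sensor kinase gene eif2ak3 had a log2(CPM + 1) of 5.22 ± 0.02 (SD, n = 3) in untreated and 4.58 ± 0.24 (SD, n = 3) in treated larvae, a difference of −0.64 (standard error 0.14). The difference was −0.62 (standard error 0.14) in creld2, which encodes a stress-induced protein of the endoplasmic reticulum. Among the genes of cell contact, cyr61 was at −1.08 (standard error 0.19, adjusted p = 0.204 from limma) and the myosin light chain kinase gene mylkb at −0.42 (standard error 0.14, adjusted p = 0.909 from limma). The split of the 14 genes differed from that of the rest of the table (adjusted p = 0.00162, Fisher's exact test, two-sided), although genes of a list are not independent of each other. Among the 14 are models of serpinh1, pdia4 and dnajc3, which the paper also names as lower. The 3 exocrine pancreas and 3 intestine marker models in the table were all lower as well (medians −0.64 and −0.74), although the groups did not overlap in only 1 of the pancreas models. With limma over all tests 0 of the 14 passed, 1 higher and 12 lower had an unadjusted p under 0.05, and 0 higher and 3 lower passed when adjusted over the list alone. Of the 12 models with names from the paper's own list of this stress response, 1 was higher and 11 were lower, which is not independent evidence because the study chose them on these libraries. Tested by limma, 0 of these passed over all tests, and 1 higher and 11 lower had an unadjusted p under 0.05 and passed when adjusted over the list alone.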

Cyr61 is a secreted extracellular matrix (ECM)-associated signaling protein of the CCN family associated with improved epithelial repair^62^ and myofibroblast function in granulation tissue of wounds^3^.

### Protein and molecular function classification based on RNA-seq

We were also interested in various protein classifications specifically associated with the statistically significant H_2_O_2_-mediated differentially regulated genes. We applied the PANTHER (Protein Analysis Through Evolutionary Relationships) classification system^63^ which takes into consideration protein families, molecular functions, biological processes and pathways to facilitate the high-throughput RNA-seq data (Fig. 3b,c). The gene ontology (GO) terms used in the general protein classification are depicted in Fig. 3b and corresponding Worksheet 3. The major classifications include nucleic acid binding proteins/transcription factor elements, hydrolases, oxidoreductases, transferases, and calcium binding proteins, as examples. There were more downregulated transcripts known to code transferases, enzyme modulators, chaperones and cytoskeletal proteins. Next, these broad protein classifications were further subcategorized for more detailed evaluation (Fig. 3c). PANTHER analysis categorized 24 mapped transcripts involved in regulation of oxidoreductases in response to oxidative stress (Worksheet 4). These could reflect changes in expression value of several ROS-scavenging enzymes following H_2_O_2_ treatment. 

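Of 23 oxidoreductase models from the paper's list, 17 were higher in treated larvae and 6 lower. The steroid and fatty acid reductase gene hsd17b12a had a difference of 1.04 (standard error 0.19, adjusted p = 0.227 from limma), and scd, a stearoyl-CoA desaturase, one of 0.77 (standard error 0.17, adjusted p = 0.358 from limma). In limma, 0 of the 23 passed over all tests, and 17 higher and 6 lower had an unadjusted p under 0.05. The same numbers passed when adjusted over the list alone, which is not independent evidence because the study chose these genes on these libraries.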

The putative increase in peroxidases is not surprising, in that for many of these enzymes the optimal substrate is hydrogen peroxide, yet it might also provide added host defense against pathogens as suggested in Table S2. Nine transcripts were mapped to the Ig superfamily of cell adhesion molecules and all found to be elevated, suggesting the potential importance of specific adhesion molecules in H_2_O_2_-mediated wound repair and migration. 

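The 9 models of this list were all higher in treated larvae. The laminin receptor subunit gene itga6b had a log2(CPM + 1) of 5.75 ± 0.10 (SD, n = 3) in untreated and 6.70 ± 0.43 (SD, n = 3) in treated larvae, a difference of 0.95 (standard error 0.20, adjusted p = 0.356 from limma). The difference was 0.56 (standard error 0.18) in the immunoglobulin domain gene vsig10 and 0.55 (standard error 0.22) in cp, which encodes the copper protein ceruloplasmin. Without H2O2 replicate 3 they were 0.34 and 0.27. Over all tests, 0 of the 9 passed in limma, 8 had an unadjusted p under 0.05, and 8 passed when adjusted over the list alone. As the study chose the list on these libraries, its direction is not independent evidence.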

The ECM classification was subcategorized into ECM glycoproteins and structural proteins. 

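Of 18 extracellular matrix models from the paper's list, 14 were higher in treated larvae and 4 lower. The fibrillar collagen gene col5a3b had a log2(CPM + 1) of 7.48 ± 0.05 (SD, n = 3) in untreated and 8.01 ± 0.69 (SD, n = 3) in treated larvae, a difference of 0.53 (standard error 0.30, adjusted p = 1 from limma). It stood at 7.62, 7.60 and 8.81 in H2O2 replicates 1, 2 and 3, and without the last of these the difference was 0.13. The limma test passed 0 of the 18 over all tests, and 13 higher and 4 lower had an unadjusted p under 0.05. As many passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries.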

Col5a3b, an alpha chain for one of the low abundant fibrillary structural collagens, was upregulated after H_2_O_2_ treatment. Itgb4, a transmembrane glycoprotein receptor that mediates cell-matrix and cell-cell adhesion and transduced signals that regulate gene expression and cell growth, was specifically increased by H_2_O_2_ treatment. Likewise, these specific protein classifications were represented functionally as depicted in Fig. 3d and Worksheet 3.

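The log2(CPM + 1) value of itgb4, on chromosome 8 from 13623711 to 13676538 of Zv9, was 6.05 ± 0.09 (SD, n = 3) in untreated and 7.14 ± 0.47 (SD, n = 3) in treated larvae. The difference was 1.09 (standard error 0.22, adjusted p = 0.311 from limma).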

### Network of upstream regulators of H_2_O_2_ signaling in zebrafish larvae

H_2_O_2_ is a pleiotropic molecule capable of regulating biological systems directly or indirectly though effects on ECM components, second messengers regulating kinase-driven pathways and/or oxidation of transcription factors^14^. Given this, we attempted to elucidate the interconnecting upstream signaling and metabolic networks of H_2_O_2_ using Ingenuity’s Upstream Regulator Analysis (URA) tool^64^ (q < 0.1; Fig. 4a). This approach builds gene networks from combined gene regulatory and protein-protein mechanistic interactions. Several canonical networks (with > 1 input gene) such as H_2_O_2_, Foxo1, Egf, and Ikkα that fell within the 5^th^ percentile were assigned using URA (Worksheet 4). In brief, this analysis revealed certain effector transcripts that were common to all upstream regulators, such as *mmp9* and *hmox1*, while other transcripts were unique to a particular upstream regulator (Fig. 4a**, encircled**). For example, particular to the activation of the EGF pathway, *elf3* (Ets domain transcription factor 3) was found to be enhanced by H_2_O_2_. 

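The elf3 model of the table, ENSDARG00000077982, was lower in every treated library than in every untreated one. Its log2(CPM + 1) was 4.48, 4.81 and 5.27 in the untreated and 3.46, 3.55 and 4.19 in the treated libraries. Of the 25 models with names from the paper's EGF targets, 16 were higher and 9 lower. With limma over all tests 0 of them passed, and 14 higher and 9 lower had an unadjusted p under 0.05 and passed when adjusted over the list alone. The study chose these targets on these libraries, so their direction is not independent evidence.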

Elf3 is a conserved epithelial-specific transcriptional activator that is known to transactivate collagenases as well as repress pro-differentiation KRT4 (keratin 4) promoter activity^65^. The major genetic component of the overlapping networks was *hmox1* (heme oxygenase 1) (Fig. 4a). 

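Log2(CPM + 1) of hmox1, on chromosome 3 from 27017515 to 27023625 of Zv9, was 3.82 ± 0.09 (SD, n = 3) in untreated and 4.58 ± 0.07 (SD, n = 3) in treated larvae. The difference was 0.76 (standard error 0.12, adjusted p = 0.128 from limma), which exceeds the spread within both groups. Of 16 models with names from the paper's Ikkα targets, 10 were higher and 6 lower. Tested by limma, 0 of the 16 passed over all tests, 9 higher and 6 lower had an unadjusted p under 0.05, and 8 higher and 6 lower passed when adjusted over the list alone. The study chose these targets on these libraries, which is not independent evidence of their direction.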

Hmox1 catalyzes the degradation of heme and displays anti-oxidative properties, and often induced in the presence of ROS intermediates^66^ to promote cell migration and proliferation in certain epithelial cell types^67^, including keratinocytes^36^. Furthermore, keratinocytes react to increased oxidative stress by induction of cytoprotective genes^68^, whereby upregulation of *hmox1* in both zebrafish and human epidermal skin cells may be a strategy for increased survival. 

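Most of the genes named in the paper outside the shared network of H2O2, Foxo1, Egf and Ikkα were higher in treated larvae. The fatty acid ligase models acsl4a and acsl4l had differences of 0.57 and 0.40 (standard errors 0.13 and 0.12). The peroxiredoxin gene prdx1 was at 0.37, the actin-binding gene enc1 at 0.37 and the apoptosome gene apaf1 at 0.41 (standard errors 0.13, 0.11 and 0.16). The transcription factor gene ets2 was at 0.58 (standard error 0.35), with overlap between the groups. Without H2O2 replicate 3, ets2 was at 0.10 and apaf1 at 0.26, and ets2 was at 0.90 without H2O2 replicate 2. The intermediate filament gene nes was lower, at −0.39 (standard error 0.14). The symbol cish is not among the genes of the table. The lowest adjusted p from limma among the models given here was 0.438, in acsl4a.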

A number of novel differentially regulated genes that were not within the overlapping H_2_O_2_-foxo1-egf-ikkα mechanistic network were identified (e.g. *ldlr, ets2, enc1, prdx1, cish, apaf1, acsl4, nes, xiap*), and may also play a role in during H_2_O_2_-induced cell migration. Through comparison of various *in vitro*-based screening methods^69^,^70^, it is still unclear if these genes are involved in injury-induced migration of keratinocytes in whole organisms as suggested by our results.

H_2_O_2_ as a major upstream regulator in larval zebrafish was investigated in more detail. H_2_O_2_ was predicted to be an upstream regulator of 31 differentially regulated genes (*UP*: *fosl1a, hmox1, mmp10, mmp9, dnajb1, epha2, odc1, osgin1, rsl1d1, atf3, ctss, cyp1a1, ets2, gadd45b, gli1, hbegf, ldlr, prdx1, riok3, sgk1, slc20a1, trib3, wdr26, apaf1, enc1; DOWN: klf4, serpinh1, dusp10, gadd45a, nr4a1, pdia4*) (Fig. 4b and Worksheet 4). These genes are predicted to belong to a H_2_O_2_-regulated pre-defined Ingenuity^®^ mechanistic network, which includes AP1, CREB1, ERK, FOS, HTT, JUN, JUND, NF-κB (complex), PPARA, PPARG, SP1, STAT3, TNF, TP53, and USF2. 

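Of these 31 symbols, 27 matched gene models of the table, some of them more than a single model. This gave 31 models, of which 25 were higher in treated larvae and 6 lower. The totals equal those of the paper, but their members differ. Higher were the stress-induced growth inhibitor osgn1 at 0.79, the serum-induced kinase sgk1 at 0.56, the pseudokinase trib3 at 0.42, the kinase riok3 at 0.44, wdr26b at 0.45 and the Hedgehog effector gli1 at 0.36. The phosphate transporter models slc20a1a and slc20a1b were at 0.47 and 0.50. Lower were the nuclear receptor nr4a1 at −0.56, the disulfide isomerase pdia4 at −0.45, serpinh1a at −0.53 and the Hsp40 gene dnajb1a at −0.64. The paper lists dnajb1 as increased, and its other model, dnajb1b, was higher. Standard errors of these differences ranged from 0.12 in gli1 to 0.24 in sgk1. Without H2O2 replicate 3, sgk1 was at 0.25, trib3 at 0.24, slc20a1b at 0.23 and serpinh1a at −0.31. The symbols mmp10, rsl1d1, klf4 and dusp10 are not among the genes of the table. In limma, 0 of the 31 passed over all tests, 23 higher and 6 lower had an unadjusted p under 0.05, and 22 higher and 6 lower passed when adjusted over the list alone. In the version of this list in Worksheet 4, 25 of 29 names matched 29 models, 23 higher and 6 lower. Of these models, 0 passed in limma over all tests, 21 higher and 6 lower had an unadjusted p under 0.05, and 20 higher and 6 lower passed when adjusted over the list alone. Both lists were chosen by the study on these libraries and are not independent evidence.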

To further validate the data, we also assessed chemical-gene interactions for H_2_O_2_ using the Comparative Toxicogenomics Database (CTD; http://ctdbase.org). The CTD contains 3,026 curated genes for having known associations with H_2_O_2_. Of these genes, 23 (q < 0.1; Fig. 4c and Worksheet 4) were differentially regulated in H_2_O_2_-treated zebrafish larvae based on our sequencing data. 

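Of the names in the worksheet, 18 gene models were in the table, 16 of them higher in treated larvae and 2 lower. The stress-responsive transcription factor atf3 had a difference of 0.64 (standard error 0.17, adjusted p = 0.665 from limma). The difference was 0.61 (standard error 0.21) in odc1, which encodes ornithine decarboxylase of polyamine synthesis, and 0.51 (standard error 0.20) in the ephrin receptor gene epha2, or 0.35 and 0.26 without H2O2 replicate 3. Over all tests, 0 of the 18 passed in limma, and 16 higher and 2 lower had an unadjusted p under 0.05 and passed when adjusted over the list alone. This is not independent evidence, as the study chose the genes on these libraries.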

Interestingly, only 4 genes overlapped with the IPA data suggesting a greater enrichment (*atf3, epha2, hmox1, odc1*). We validated the differential expression of some of these genes using quantitative PCR (Fig. 1e and Table S7). Interestingly, atf3 is an oxidative stress responsive transcription factor known to be upregulated in migrating keratinocytes after wounding^71^. Atf3 also plays a protective role in renal ischemia-reperfusion injury, and the protective mechanism may involve suppression of p53 and induction of p21 to regulate proliferation^72^. Moreover, one down regulated gene which belonged to the H_2_O_2_ network was *gadd45a*, a DNA repair enzyme that maintains genomic integrity and participates in the suppression of cancer malignancy by acting as a downstream p53 gene^73^. This indicates that H_2_O_2_ may also promote signals that counteract specific cell cycle stimuli within complex tissues and cell populations. 

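The gadd45a model of the table, gadd45ab, had a log2(CPM + 1) of 3.52 ± 0.15 (SD, n = 3) in untreated and 3.09 ± 0.16 (SD, n = 3) in treated larvae. Its difference was −0.43 (standard error 0.14, adjusted p = 0.866 from limma). The related gene gadd45bb was higher in treated larvae, at 0.64 (standard error 0.18, adjusted p = 0.685 from limma).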

Recently, it was shown that GADD45A blocks cell migration and invasion through altering expression of genes involved in focal adhesion, cell communication and ECM-receptor interactions^74^.

Genes that were implicated within the H_2_O_2_ upstream oxidative stress network functionally clustered into several biological categories such as cell migration, defense response and wound repair in ranking order (Fig. 4d). Genes within the cell migration cluster (*hmox1, hbegf, mmp9*/*10*) have associations with immunomodulation, energy metabolism, detoxification/cytoprotection and maintenance of the ECM in the context of injury^75^,^76^,^77^,^78^,^79^. Downstream wound repair genes include *cxcr4*, a chemokine receptor endowed with potent chemotactic activity for a number of cell types during development^80^,^81^ and under oxidative conditions such as injury/inflammation^82^,^83^,^84^ and cancer^85^. Cxcr4 is also expressed in basal keratinocytes, where it plays a role in inhibiting proliferation in the context of IL-23-mediate psoriasiform dermatitis^86^. CXCR4 and its ligand, CXCL12, were recently found to be critical downstream regulators of Ikkα-dependent non-canonical NF-κB signaling in response to a tissue-injury extracellular factor HMGB1 for mouse embryonic fibroblasts and macrophage migration^87^,^88^. Our RNA-seq data are consistent with *cxcr4* as a conserved effector of H_2_O_2_ signaling to promote wound healing. Many of these genes identified in the RNA-seq analysis were validated using conventional qPCR (Table S7).

### Low H_2_O_2_ concentrations do not alter ARE/EpRE-regulated gene expression

Oxidative stress through ROS^89^ or toxins such as mercury^90^ has been shown to stimulate binding of NFE2L1/2 (nuclear factor-erythroid 2 p45 subunit-related factor 1/2) to ARE/EpREs (antioxidant/electrophile response elements), which are found in the promoter regions of phase II detoxification enzymes and antioxidant proteins. Under homeostatic conditions, NFE2 (Nrf2) is retained in the cytoplasm by Keap1 (Kelch ECH associating protein 1) and targeted for degradation, whereas oxidative stress leads to proteasomal degradation of Keap1 and release of Nrf2 into the nucleus^89^,^91^. In contrast to Nrf2 dependency on Keap1, NFE2L1 (Nrf1) utilizes a Keap1-independent mechanism for ARE/EpRE binding^92^. Because of the important functions of Nrf1/2 in the activation of detoxifying enzymes we wanted to test whether this system is also activated in the presence of low H_2_O_2_ concentrations. Using Ingenuity’s mapping of genes to enriched canonical pathways, we first determined whether some of our identified differentially expressed transcripts have been previously associated with Nrf2/Keap1signaling (Worksheet 5). Indeed we found 9 genes that showed previous associations with this signaling pathway (*UP*: *dnajb1, fosl1a, bach1, hmox1, junb, keap1a, keap1b, sqstm1*; *DOWN*: *dnaja1, dnajc3, jund*). 

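These names matched 13 gene models of the table, 9 higher in treated larvae and 4 lower. The autophagy receptor gene sqstm1 had a difference of 1.21 (standard error 0.18, adjusted p = 0.101 from limma), the repressor bach1 of 1.00 (standard error 0.15), and keap1a and keap1b of 0.98 and 0.55 (standard errors 0.18 and 0.18). The groups overlapped in junba at 0.84 and junbb at 0.91 (standard errors 0.38 and 0.38). Without H2O2 replicate 3, keap1b was at 0.35, junba at 0.38 and junbb at 0.46. Lower were dnaja1l at −0.94 (standard error 0.11), jund at −0.77 (standard error 0.19) and dnajc3 at −0.61 (standard error 0.16). The model dnajb1a was lower too, at −0.64 (standard error 0.12), whereas the paper lists dnajb1 as increased and dnajb1b was higher. The limma test passed 0 of the 13 over all tests, and 8 higher and 4 lower had an unadjusted p under 0.05 and passed when adjusted over the list alone, which is not independent evidence since the study chose them on these libraries. Of 49 symbols of Nrf2 target genes listed from textbook knowledge, 11 were in the table. All 11 were higher, among them the heme transporter abcb6a at 0.91 (standard error 0.14) and lonrf1 at 0.82 (standard error 0.17). The latter is also on the clock and light-induced list, and the reference names its model lonrf4. The share of higher models among the 11 exceeded that of the rest of the table (adjusted p = 0.0215, Fisher's exact test, two-sided), although genes of a list are not independent of each other. With limma over all tests 0 of the 11 passed, 11 had an unadjusted p under 0.05 and 7 passed when adjusted over the list alone. With the authors' p under 0.01, or a mean log2 value of at least 3, 100% were higher but the list no longer passed Fisher's test. The textbook list also holds hmox1, sqstm1, keap1a, keap1b and prdx1, which the paper names as higher, so its direction is not fully independent of the paper's choice.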

Only three of these genes have been also associated with oxidative stress regulation, *hmox1, jun* complex, and *sqstm1. Hmox1* activation by Nrf2 plays an important role in the arsenite-mediated oxidative stress response and jun regulation^93^. The other relationships remain to be determined.

Other factors associated with Nrf2, such as *keap1, fosl1* (an inhibitor of Nrf2), and *bach1*, which antagonizes Nrf2 binding to ARE enhancer elements under homeostatic conditions, suggest that Nrf2 signaling may be actively suppressed. To investigate this possibility, we first performed a search in our RNA-seq data for Nrf1/Nrf2 and known regulated genes^92^.To identify the correct homologs of the human *NFE2*-related genes, we first compared the human peptide sequences against the zebrafish genome using the NCBI BLAST tool. We further aligned the identified corresponding zebrafish-specific transcript sequences against the ENSEMBL zebrafish reference genome, which identified the correct ENSEMBL Gene ID as determined by the Cufflinks analysis. We found six *nfe2* genes present in the zebrafish genome, including two *Nrf1*-related genes (*nfe2l1a* and *nfe2l1b*), three *Nrf2*-related genes (*nfe2, nfe2l2a* and *nfe2l2b*), and one *Nrf3*-related gene (*nfe2l3*). Although all of these genes were expressed under homeostatic conditions, none of the *nfe2* genes were differentially regulated at a statistically significant level in the presence of H_2_O_2_ (Worksheet 1).

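The table holds 1 of these genes, nfe2l1a, on chromosome 3 from 24362911 to 24384385 of Zv9. Its log2(CPM + 1) was 3.59 ± 0.16 (SD, n = 3) in untreated and 4.00 ± 0.19 (SD, n = 3) in treated larvae, a difference of 0.42 (standard error 0.15). The gene passed the authors' own threshold on p, whereas its adjusted p from limma was 1, with an unadjusted p under 0.05. When adjusted over the list alone, 0 of the genes passed. The symbols nfe2l1b, nfe2, nfe2l2a, nfe2l2b and nfe2l3 are not among the genes of the table, so their values are not known.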

Finally, we asked whether Nrf2 is activated upon injury in transgenic zebrafish larvae harboring an EpRE:GFP transgene^90^ using time-lapse imaging to assess changes in fluorescence after injury, which stimulates H_2_O_2_ production^21^. In support of our *in silico* predictions, we did not observe any differences in fluorescence when comparing control and injured tail fins (Fig. 5a–d). These findings suggest that ARE/EpRE-regulated genes are not significantly activated in the presence of low, wound-specific H_2_O_2_ concentrations. These results support a model in which wound-derived H_2_O_2_ stimulates the expression of genes that do not depend on Nrf2/Keap1 regulation and may only partially overlap with an oxidative stress response. We further assessed the expression of two other oxidative stress-response factors, catalase and glutathione peroxidase. 

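Of 33 symbols of antioxidant enzymes, the table holds 2, the peroxiredoxin gene prdx1 and the sestrin gene sesn2, both higher in treated larvae. In sesn2 log2(CPM + 1) was 2.53 ± 0.13 (SD, n = 3) in untreated and 3.01 ± 0.22 (SD, n = 3) in treated larvae, a difference of 0.48 (standard error 0.15, adjusted p = 0.796 from limma). In limma, 0 of these 2 genes passed over all tests or when adjusted over the list alone, and 2 had an unadjusted p under 0.05. Neither the catalase gene nor any glutathione peroxidase gene is among the genes of the table, which holds only genes past the authors' thresholds. Their values are not known.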

The zebrafish genome harbors one *catalase* gene and eight members of the glutathione peroxidase family *(gpx1a, gpx1b, gpx2, gpx3, gpx4a, gpx4b, gpx7 and gpx8)*, none of which were significantly and differentially regulated at the mRNA level in the presence of H_2_O_2_ (Worksheet 1).

### Inference of cutaneous effects: Cross comparison of zebrafish RNA-seq and human epidermal keratinocyte microarray data upon H_2_O_2_ treatment

Although it is difficult to discriminate the cutaneous vs. extra-cutaneous effects of H_2_O_2_ depicted in the RNA-seq data, these studies demonstrate that H_2_O_2_ potentially activates numerous conserved gene pathways that are functionally enriched for epidermal cell migration, for example. To specifically define H_2_O_2_-induced signaling in keratinocytes, we performed a comparative analysis of our RNA-seq data with publically-available whole transcriptome microarray data using the human epithelial HaCaT cell line treated with H_2_O_2_ (GEO accession: GSE46343)^36^. This H_2_O_2_ data set was part of a larger study that was archived but has not been fully evaluated. First, we performed a comprehensive R- and Bioconductor-based normalization of the microarray data using CARMAweb^94^ (Fig. S1). In the GSE46343 study, the investigators included two untreated HaCaT samples and one H_2_O_2_-treated sample. We identified differentially regulated genes by fold-induction differences using the normalized expression values (Fig. S1c). Plots were generated to show the distribution of the Cy5 (R) against Cy3 (G) intensity ratio (M, log ratio) plotted by the average (A) intensity for each individual transcript. The red colored transcripts represent log2 ± fold change (FC) greater than twice as large or small in value compared to untreated samples. These differentially regulated genes were used for downstream applications. There were 1276 differentially regulated genes in HaCaT cells treated with H_2_O_2_ [100 μM] for 3hr compared to untreated cells (Fig. 6a and Worksheet 6). By comparing our zebrafish RNA-seq transcript set that was mapped and converted to proper human gene IDs (Worksheet 7), we identified 41 overlapping differentially regulated genes (Table S8). Among these genes, 23 were congruent by way of their directionality of gene expression (Fig. 6b). These included *egfr, hspa1l, mmp13* and *hmox1*, all implicated in cell migration and biological stress responses (Fig. 6c; Table S8 and Worksheet 8).

To further characterize H_2_O_2_ transcriptional responses in human epidermal cells, detailed gene expression analyses of human HaCaT responses to H_2_O_2_ over the entire time course in the GSE46343 study were performed (Fig. 6d). For this section, we assessed genes that characterized a specific biological or molecular process over the course of 24hr. As a control, beta actin (ATCB) levels were observed to be consistent throughout the time course after H_2_O_2_ treatment. Certain cell adhesion genes such as *Vsig10* remained elevated after H_2_O_2_ treatment. In contrast, *Itga11a* mRNA levels decreased by 6hr, and then peaked after 24hr. Genes involved in cytoprotective/xenobiotic processes such as *Hmox1* was consistently elevated, however *Cyp1a1* was suppressed throughout the time course. Based on our zebrafish RNA-seq findings, this result points to an extra-epidermal *Cyp1a1* H_2_O_2_-dependent response as it is known to be specifically enriched in intestinal tissue^95^ (Fig. 1b). For genes implicated in keratinocyte migration and growth, there was for the most part an elevated bi-phasic expression pattern over the time course. Interestingly, genes involved in the Foxo1 signaling pathway implicated as positive regulators of cell movement were all elevated after H_2_O_2_ treatment. Stress response and apoptosis factors were elevated, suppressed or exhibited no change after H_2_O_2_ treatment, suggesting a “balancing effect” to modulate stress or death responses. Importantly, we observed similar responses of both *Cyp24a1* and *Nfkbia* in HaCaT cells compared to zebrafish after H_2_O_2_ treatment (compare Figs 1f and 6d), suggesting a conserved role for H_2_O_2_ on members that regulate cell turnover and metabolism of steroid hormones. In addition, we only observed minimal effects on crucial indicators of keratinocyte differentiation (e.g. involucrin) over the time course (Fig. 6d). In order to further corroborate the H_2_O_2_-mediated gene expression profile not only observed in HaCaT cells but in our zebrafish RNA-seq data as well, we utilized another human epidermal keratinocyte line (HEK01) which retains normal epidermotropic responses^96^ (Fig. S2) in RT-qPCR studies. We show statistically significant transcriptional increases in cell migration and growth factor binding proteins such as *Itgb4* (integrin beta 4) and *Igfbp1* (insulin growth factor binding protein 1) in HEK01 cells treated with H_2_O_2_ respectively (Fig. 6e). These transcripts were also elevated in our zebrafish RNA-seq data (Worksheet 1). Furthermore, we observed increases in *Foxo1, Hmox1*, and *Hspa1l* (heat shock 70 kDa protein 1 L), but not in *Ivl* (involucrin) message levels after H_2_O_2_ treatment, suggesting a cytoprotective and pro-migratory cellular phenotype. 

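In zebrafish larvae, log2(CPM + 1) of igfbp1a, a binding protein of insulin-like growth factors, was 4.52 ± 0.11 (SD, n = 3) without treatment and 5.75 ± 0.32 (SD, n = 3) after H2O2. The difference was 1.23 (standard error 0.17, adjusted p = 0.0851 from limma). The 3 untreated libraries of itgb4 lay at 5.96, 6.08 and 6.12, below the treated ones at 7.08, 6.70 and 7.64.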

Overall, many of the genes (e.g. *hmox1, cyp24a1, mmp13, il6st, hspa1l*) from the zebrafish RNA-seq studies followed similar expression patterns when compared to human epidermal cells treated with H_2_O_2._

Lastly, in order to provide evidence of cell-autonomous signaling conservation, we utilized HEK01 keratinocytes to pharmacologically inhibit IKK, one of the major upstream pathways predicted to be activated by H_2_O_2_ in zebrafish. While we observed accelerated gap closure when wildtype HEK01 cells were treated with low (0.1%) H_2_O_2_ (Fig. 7a), scratch-induced migration was blocked when cells were treated with the IKK kinase inhibitor Wedelolactone, even in the presence of H_2_O_2_. Thus IKK signaling appears to be downstream and dependent on H_2_O_2_. To corroborate these findings, we monitored H_2_O_2_ and IKKα localization after scratch injury. H_2_O_2_ was specifically and rapidly detected via a chemical H_2_O_2_ sensor in injured keratinocytes at the scratch margin (Fig. 7b). Similarly, anti-IKKα immunofluorescence staining revealed increased accumulation of IKKα in picnotic peri-nuclear and cytoplasmic subcellular domains specifically within keratinocytes at the scratch wound margin (Fig. 7c). These findings indicate that IKK may play an important functional role in response to injury, which corroborates our inhibitor results. Collectively, our findings provide support of the conserved wound repair-promoting functions of H_2_O_2_ in the epidermal cells (Fig. 7d).

## Discussion

A plethora of recent scientific findings strengthens the role of H_2_O_2_ in signal transduction within human and murine systems^97^. Within both a mouse wound healing model^24^ and human HaCaT keratinocyte culture system^26^, H_2_O_2_ has been shown to increase keratinocyte viability and migration after injury. Likewise within non-mammalian vertebrate systems, such as zebrafish, findings suggest that H_2_O_2_ is a crucial second messenger for growth factors and cytokines in the regeneration of axons and the recruitment of leukocytes to the wound during repair^20^,^21^,^23^. Our RNA-seq data of zebrafish larvae treated with low concentrations of H_2_O_2_ suggests that the activation of conserved pro-survival and migratory pathways are in agreement with findings from higher organisms. Interpretation of the RNA-seq data is difficult to assess without tissue- and cell-type specific filtering strategies, although much of the responses appear to be epithelial in nature (Fig. 1b). For example, in the context of tail fin amputation, sustained ROS signals can activate both apoptotic and proliferative pathways necessary for blastema formation and tissue regeneration when appraised collectively^98^. In addition, certain cutaneous cell types such as damaged sensory nerves, which exhibit their own unique transcript profile, help activate keratinocyte migration by the release of specialized trophic factors^99^. For this reason, we attempted to stratify keratinocyte and extra-epidermal effects by comparing our H_2_O_2_-treated zebrafish findings with a human HaCaT microarray study. We are also aware that H_2_O_2_ signal transduction is largely mediated through post-translational modifications (PTMs) of target proteins such as kinases that can regulate downstream transcription factors^15^. These H_2_O_2_-related PTMs are capable of oxidizing, unfolding and inactivating or activating certain types of proteins like kinases and tyrosine phosphatases within catalytic domains to regulate downstream cascades^100^. Yet the goal of this study was not to study these post-translational events *per se*, but rather the relevance of those downstream transcriptional targets which may be modulated by putative post-translational influences, such as upstream activity of IKKα, as identified in our study (Fig. 5a).

In this study we provide a comprehensive overview of the genome-wide effects of H_2_O_2_ treatment of larval zebrafish using next generation sequencing. Given the known positive effects of low H_2_O_2_ levels on injury-induced cell migration, we sought to identify novel sets of genes associated with H_2_O_2_ treatment alone. In an unbiased manner through functional annotation and upstream regulator analyses, we observed cell migration and survival pathways to be highly enriched in our zebrafish RNA-seq data. For example, we identified novel ECM regulatory factors that may play a role in H_2_O_2_-induced cell migration (Fig. 3c and Worksheet 3). It is known that interstitial reserves of collagenases, proteinases and plasminogen activator within epidermal cells is necessary to degrade the ECM for active migration during repair, and we provide evidence of other factors which may regulate this specific process. We also identified sets of adhesion factors regulated by H_2_O_2_, which may feed into known keratinocyte integrin receptors commonly overexpressed after injury. These receptors function to ligate with newly synthesized and processed basement membrane proteins adjacent to the wound margin for proper anchorage of cells^101^,^102^. Further studies are required to characterize our identified factors as they relate to tissue injury.

From the analysis of our zebrafish RNA-seq data it became obvious that low levels of H_2_O_2_ promote an overall beneficial outcome. 

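The gluconeogenesis gene pck1 had a log2(CPM + 1) of 5.74 ± 0.13 (SD, n = 3) in untreated and 6.71 ± 0.49 (SD, n = 3) in treated larvae, a difference of 0.97 (standard error 0.23, adjusted p = 0.473 from limma). The glucose-6-phosphatase models g6pca.1 and g6pca.2 were higher by 0.42 and 0.45 (standard errors 0.12 and 0.15), and gpam, which starts glycerolipid synthesis, by 0.41 (standard error 0.11). Of 24 lipid and glucose metabolism genes in the table, 23 were higher and 1 lower, the latter being cs. The higher ones include pck1, g6pca.1, g6pca.2 and igfbp1a, which are also on the list of liver markers, whose 7 models in the table were all higher (median 0.60). This split differed from that of the rest of the table (adjusted p = 0.00162, Fisher's exact test, two-sided), although genes of a list are not independent of each other. Tested by limma, 0 of the 24 passed over all tests, 23 higher and 1 lower had an unadjusted p under 0.05, and 16 higher and 0 lower passed when adjusted over the list alone. With a mean log2 value of at least 3, 95% of the list was higher, and with the authors' p under 0.01, 100%, but it no longer passed Fisher's test. The paper also names pck1, g6pc, gpam, igfbp1 and ldlr as higher, so the direction of the list is not fully independent of its choice. The paper's list of Foxo1 targets matched 22 models, 19 higher and 3 lower, of which 0 passed in limma over all tests, 19 higher and 3 lower had an unadjusted p under 0.05, and 18 higher and 3 lower passed when adjusted over the list alone, which is not independent evidence because the study chose them on these libraries.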

The Foxo1 downstream genes involved in lipid metabolism that were up regulated after H_2_O_2_ treatment include *g6pc, gpam,* and *pck1*, indicative of activation of a metabolic process to support energy-demanding activities such as cell migration (Worksheet 4). Importantly, the effects of H_2_O_2_ on the Foxo1 and TGFβ signaling pathways to promote cell migration appear to be conserved between zebrafish and human epidermal cells (Figs 4a and 6d,e). 

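The log2(CPM + 1) value of traf6, which encodes a ubiquitin ligase adaptor of cytokine receptors, was 3.04 ± 0.14 (SD, n = 3) in untreated and 3.46 ± 0.11 (SD, n = 3) in treated larvae, a difference of 0.42 (standard error 0.13, adjusted p = 0.764 from limma). In rictorb the untreated libraries lay at 4.58 ± 0.07 (SD, n = 3) and the treated ones at 4.99 ± 0.07 (SD, n = 3).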

Upregulated genes involved in cell communication, i.e. signaling or attachment between another cell and ECM, include *rictor, traf6* and *hmox1*. Rictor is part of the mTOR complex, and controls cell growth and survival via the actin cytoskeleton^103^. Importantly, activation of the mTOR signaling pathway plays a positive role during wound repair, as recent studies have shown that epithelial-specific ablation of *Pten* and *Tsc1* (inhibitors of mTOR) can further increase epithelial cell migration and wound healing^104^.

We identified a set of enriched vitamin D signaling pathway genes (*cyp24a1, cebpb, igfbp1, klf4*) that were influenced by H_2_O_2_ treatment (Worksheet 5). 

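The 3 genes of this set in the table were higher in treated larvae. The transcription factor gene cebpb, on chromosome 8 from 29301377 to 29302892 of Zv9, had a log2(CPM + 1) of 5.61 ± 0.12 (SD, n = 3) in untreated and 6.63 ± 0.74 (SD, n = 3) in treated larvae, a difference of 1.02 (standard error 0.32, adjusted p = 0.808 from limma), or 0.63 without H2O2 replicate 3. The vitamin D hydroxylase gene cyp24a1 was at 4.80, 4.28 and 5.29 in the treated libraries, each above the untreated ones. The symbol klf4 is not among the genes of the table. In limma, 0 of the 3 passed over all tests, while 3 had an unadjusted p under 0.05 and 3 passed when adjusted over the list alone, which is not independent evidence because the study chose them on these libraries.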

As mentioned previously, upregulation of *cyp24a1*, which is responsible for 1,25D_3_ VDR ligand decomposition, suggests suppression of the vitamin D system by H_2_O_2_ in both zebrafish and human skin cells (Fig. 6). Interestingly, *klf4* (kruppel-like factor 4) message was significantly downregulated after H_2_O_2_ treatment (Fig. 4b and Worksheet 5). KLF4 is a putative tumor suppressor and known epidermis-enriched transcription factor that facilitates the differentiation of epidermal layers^105^. Importantly, it was previously shown that 1,25D_3_-mediated induction of KLF4 within human epidermal keratinocytes supports the differentiation and barrier functions of the skin^106^. Therefore based on previous and our current findings, it is likely that H_2_O_2_ converges on the vitamin D genomic network in epidermal keratinocytes through *KLF4* during H_2_O_2_-induced cell migration. It is currently unclear whether *KLF4* is a direct transcriptional target of the VDR in keratinocytes.

With regard to cell proliferation in the context of tissue injury, the role of H_2_O_2_ is unclear. In one study, *in vitro* scratch assays using injured keratinocytes showed limited proliferative effects based on genome-wide microarray analysis^69^. H_2_O_2_ has been detected in mouse wound sites^24^,^107^ and edges^25^ and its elimination by catalase over-expression in mice delays wound closure^25^. Migrating keratinocytes of acute wounds track behind proliferative keratinocytes *in vivo* and revert back to their original differentiated phenotype toward proper wound closure^6^. H_2_O_2_ treatment is known to result in EGFR phosphorylation, as well as phosphorylation of the ERK1/2 cell stress transducer which is a mitogen-activated protein kinase (MAPK) member^26^, but the *in vivo* context is unknown. Within the Egf upstream network, the downstream upregulated cell migration-related genes (*cxcr4, hmox1, mmp9*) overlapped with many of the H_2_O_2_-related genes, yet the underlying cross-talk relationships remain unknown. For example, within the anti-apoptosis gene cluster, the STAT inhibitor, *socs3*, was upregulated after H_2_O_2_ treatment, which is consistent with increased cxcr4 to potentially block JAK/STAT3-mediated cell proliferation and growth involved in a negative feedback loop^86^. Furthermore, EGF was shown to promote tyrosine phosphorylation of SOCS3 which inhibits JAK/STAT signaling^108^ to potentially ensure keratinocyte migration through the interactions with the Ras pathway^109^,^110^. How our newly identified H_2_O_2_-mediated anti-apoptotic factors are involved in the tissue repair process will require further studies as well.

In this study, we showed that H_2_O_2_-mediated activation of NF-κB was conserved in zebrafish larvae as in other mammalian model systems, yet how H_2_O_2_ activates NF-κB is not fully understood^111^. As previously mentioned, NF-κB activation by H_2_O_2_ can occur through multiple mechanisms and cell types^55^,^56^,^57^. This would include, based on our results, the downregulation of *nfkbiaa* (IκBα homologue) transcript. NF-κB resting activity is generally maintained through its cytoplasmic associations and sequestration with inhibitor proteins such as IκBα^112^. Classically, in order for NF-κB to become activated, IκBα is phosphorylated and ubiquitinated so that the nuclear localization signals are exposed for NF-κB’s translocation. Another caveat to the upstream regulation of NF-κB activity is that phosphorylation of IκBα is catalyzed by IκBα kinase (IKK) which comprises of IKKα, IKKβ and IKKγ^112^. It is known that H_2_O_2_ can activate IKKs in certain cell types such as murine fibroblasts^113^, the consequence of which may lead to increased phosphorylation of catalytic IKK subunits^114^. Alternatively, it is possible that H_2_O_2_ may regulate kinases upstream of IKK to modulate NF-κB activity^111^. Interestingly based on our RNA-seq data, IKKα was predicted to be a major upstream regulator of H_2_O_2_ signaling. Furthermore, we observed intracellular cytoplasmic and perinuclear accumulation of IKKα within injured human keratinocytes, which are also known to exhibit increased H_2_O_2_ levels upon wounding. This observation may suggest key IKK interactions and activities in specific intracellular domains during injury. Also, this feature is unique to IKKα’s known nuclear function during epidermal differentiation and barrier roles in the skin^115^. In the differentiated epidermis, IKKα has additional kinase- and NF-κB-independent nuclear repressor functions to maintain skin homeostasis^115^,^116^,^117^,^118^. Importantly, inhibition of functional IKK attenuated keratinocyte migration suggesting a positive role of cytoplasmic and peri-nuclear IKKα. Therefore, it is likely that H_2_O_2_ converges on combined upstream post-translational and downstream genomic NF-κB activating pathways that occurs through rapid IKKα activation and *nfkbiaa*/*IκBα* transcriptional downregulation within epidermal cells, respectively. It is our contention that low H_2_O_2_ levels favor NF-κB signaling to promote increased cellular survival, as there are few examples where NF-κB contributes to cell death^119^, supporting the overall cytoprotective theme. Furthermore, IKKα may have alternative distinct targets besides the NF-κB system upon H_2_O_2_ treatment, which will require future investigations.

## Materials and Methods

The study was carried out in accordance with the approved NIH guidelines.

### Zebrafish husbandry

Zebrafish (*nacre* strain) were bred and raised according to established protocols. All efforts were made to minimize suffering, using a 1:1000 dilution of 2-phenoxyethanol for anesthesia and 1:500 dilution of 2-phenoxyethanol for euthanasia. Zebrafish embryos and larvae were handled in strict accordance with good animal practice as approved by the appropriate committee (MDI Biological Laboratory animal core IACUC number 13–20). This study was approved by the National Human Genome Research Institute Animal Care and Use Committee, MDIBL Institutional Assurance # A-3562-01 under protocol # 14-09. Embryos were kept on a 14:10hr light/dark cycle at 28.5 °C and maintained in Ringers solution. All efforts were made to minimize suffering, and tricaine was used for euthanasia.

### H_2_O_2_ treatment, RNA isolation and preparation for RNA-sequencing

Pools of about 500 embryos for each of three biological replicates were derived from 5 independent mating pairs and raised under separate conditions to larval stages until 4 dpf. Larvae were anesthetized in Tricaine (Sigma-Aldrich, USA) and treated for 3 hours with 3 mM (0.01%) H_2_O_2_. All larvae were subsequently homogenized in Trizol (Life Technologies, USA) and total RNA was extracted using a chloroform extraction protocol and treated with DNAse. Messenger RNA (mRNA) was subsequently purified from total RNA using biotin-tagged poly-dT oligonucleotides and streptavidin-coated magnetic beads (mRNA Seq Sample Prep kit; Illumina Inc.), followed by quality control using an Agilent Technologies 2100 Bioanalyzer (values > 7 were used for sequencing). The poly(A)-tailed mRNA samples were fragmented and double-stranded cDNA generated by random priming for deep sequencing studies.

### Library preparation and sequencing for RNA-seq

To generate each bar-coded RNA-seq library, the ends of the fragmented cDNA were converted into phosphorylated blunt ends. An ‘A’ base was added to the 3′ ends and Illumina^®^-specific adaptors were ligated to the cDNA fragments. Using magnetic bead technology, the ligated fragments were size-selected and a final PCR was performed to enrich the adapter-modified cDNA fragments using primers annealing to the adaptors. In this approach, only the cDNA fragments with adaptors at both ends were amplified. Sequencing libraries were validated using an Agilent Technologies 2100 Bioanalyzer to characterize cDNA fragment sizes. The concentration of cDNA fragments with the correct adapters on both sides was then determined using a quantitative PCR strategy (KapaBiosystem, Cambridge, MA). Paired-end sequencing was performed on the Illumina^®^ HiSeq2000 using a sequencing-by-synthesis process. To minimize sequencing batch effects, all samples were bar-coded. Barcoded sequencing libraries representing all six samples were multiplexed and sequenced on a single lane of an IlluminaHiSeq2000 using manufacturer’s protocols. A total of 246,647,690 pairs of 100 bp paired-end sequences were generated with each sample having between 37.6–49.8 million pairs per library. RNA-seq data has been submitted to NCBI (GEO accession: GSE75728).

### Mapping, quantification and classification analyses of RNA-seq data

Sequence quality was assessed using Fastqc QC (v0.5; http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and trimmed using Trimmomatic (v. 0.32)^120^. RSEM (v 1.2.16)^39^ was used to align paired-end sequence reads to transcript annotated by Ensembl (v. 73) from the zebrafish genome (Zv9). Transcript abundance, expressed as read counts per million (CPM), were analyzed using R/edgeR (v. 3.8.0)^40^. Pearson correlation was calculated between samples to examine within and between group variation of log_2_(CPM) values in R (v. 3.1; http://r-project.org). Down/upstream/enriched pathway and functional classification analyses were performed using a combination of programs (PANTHER v9.0^63^; DAVID^121^) with mapped genes. Data were analyzed through the use of QIAGEN’s Ingenuity^®^ Pathway Analysis (IPA^®^, QIAGEN Redwood City, www.qiagen.com/ingenuity).

### Quantitative RT-PCR

Total RNA was purified using the Qiagen RNeasy mini kit (Qiagen, Valencia, CA). RNA was reversed-transcribed using Superscript reverse transcriptase (Invitrogen) and random hexamer primers. Gene expression was normalized with actin/18sRNA mRNA and analyzed using the comparative CT Livak method (Livak, Schmittgen 2001) using Brilliant II SYBR^®^ Green qPCR Master Mix (Agilent). Primers used are listed in Table S4.

### Cross comparison of Zebrafish RNA-seq and human HaCaT (keratinocyte) genome-wide microarray data

H_2_O_2_-mediated differentially regulated genes in human skin epithelial keratinocytes (HaCaT) were determined from publicly available gene expression data^36^ (GEO accession: 46343; www.ncbi.nih.gov/geo) using Comprehensive R based Microarray Analysis (±log_2_FC)^94^. The IDs of genes which were differentially regulated in zebrafish after H_2_O_2_ treatment were converted to human gene IDs using DAVID. Not all zebrafish larval transcript names could be converted to a human orthologue.

### H_2_O_2_ treatment, imaging, and data analysis of wildtype, EPRE:GFP and Tg(NF-κB:EGFP) zebrafish

Four days post fertilization (dpf) wildtype larvae were treated with pentafluorobenzenesulfonyl-fluorescein (HPF) and 0.01% (3 mM) H_2_O_2_ or with HPF alone for 3 hours and static images were recorded using a FV1000 (Olympus) confocal microscope. Uninjured and amputated caudal fins of 3 dpf EPRE:GFP larvae were recorded in 12hr time-lapse movies (one stack every 30 min) on a FV1000 (Olympus) confocal microscope. Three dpf larvae of the Tg(NF-κB:EGFP) reporter strain^59^ either untreated or treated with 0.01% (3 mM) H_2_O_2_ were imaged using a FV1000 (Olympus) confocal microscope. Both whole larvae (upper) and tail fins were imaged separately at the beginning and end (2hr post treatment) of an experiment. Quantitative analysis using relative mean fluoresces of the z-stack projected images using ImageJ were performed from three independent experiments using Surface Plot and Measurement tools.

### Human keratinocyte (HEK01) scratch wound, inhibition and immunofluorescence assays

HPV-16 transformed human epidermal keratinocytes (HEK01; ATTC, CRL-2404) were maintained in keratinocyte-serum free (KSF) medium (Gibco-Brl 17005-042) supplemented with 5 ng/ml human recombinant EGF, low CaCl_2_ (0.06 mM) and 2 mM L-glutamine. Cells were incubated with 8% CO_2_ and 92% humidified atmosphere at 34 °C, and seeded (4 × 10^4^ cells/cm^2^) in glass bottom tissue culture plates pre-coated with type I collagen (Gibco-Brl, R-011-K). The scratch assay was used to evaluate cell migration and wound recovery (Goetsch KP, Niesler CU, 2011). Cells were grown to confluence, replaced with EGF-minus media for 12hr, refreshed with complete media and glass Pasteur pipette tips were used to make vertical scratches with maximal diameters along the surface of the vessels. Wells were immediately washed with PBS to avoid re-plating of disassociated cells. Migration of cells was documented with time-lapse imaging immediately after scratching using a motorized/heated stage, and the average change in migration distance was calculated using >16 lines (grid) spanning scratch margins distributed equally. HEK01 were pre-treated for 15 min with the IKK inhibitor at concentrations of 50 μM. IKK wedelolactone (Millipore, 401474; IC_50_ = 10 μM) inhibitor was kept as a stock solution in DMSO. For immunofluorescence staining, HEK01 were fixed in 4% PFA (15 min) and permeabilized in 0.25% triton-X (10 min) at room temperature. HEKs were blocked with 1%BSA/10% goat serum/0.1% Tween-20 in PBS (30 min) and incubated with primary antibodies (IKKα, Abcam, ab4111; 1:200–500) in blocking buffer overnight at 4 °C. Cells were washed and then labeled with AlexaFluor^®^488 anti-rabbit IgG (Molecular Probes, Invitrogen) and DAPI. Laser confocal scanning microscopy images were obtained using an inverted Olympus FV1000 confocal microscope. A series of three-dimensional “z-axis” image projections of entire cell axial depths were obtained in XYZ scan mode set to 1–3 μm/slice and a sample speed of 12.5 (μs/pixel) to obtain orthoganol views. HEK01 were pretreated for 30 min with the H_2_O_2_ sensor (HPF, Millipore, cat. nr. 386794; C_28_H_13_F_5_O_8_S or acetyl, pentafluorobenzenesulfonyl fluorescein), scratched and then detected. Briefly, a 473-nm laser beam was used to epi-illuminate a H_2_O_2_ sensor kept in DMSO (vehicle). In initial experiments, the optimal signal:noise ratio was empirically determined (1 μM).

### Statistical analyses

GraphPad Prism version 4.0 (GraphPad Software Inc., San Diego, CA, U.S.A.) was used for statistical analyses. Data were analyzed using t-test for comparisons of two or one-way ANOVA for comparisons of groups equal to or greater than three. *P* ≤ 0.05 was considered significant.

## Additional Information

**How to cite this article**: Lisse, T. S. *et al.* Comparative transcriptomic profiling of hydrogen peroxide signaling networks in zebrafish and human keratinocytes: Implications toward conservation, migration and wound healing. *Sci. Rep.* **6**, 20328; doi: 10.1038/srep20328 (2016).

## Supplementary Material

Supplementary Information

Supplementary Worksheet 1

Supplementary Worksheet 2

Supplementary Worksheet 3

Supplementary Worksheet 4

Supplementary Worksheet 5

Supplementary Worksheet 6

Supplementary Worksheet 7

Supplementary Worksheet 8

## Figures and Tables

**Figure 1:**
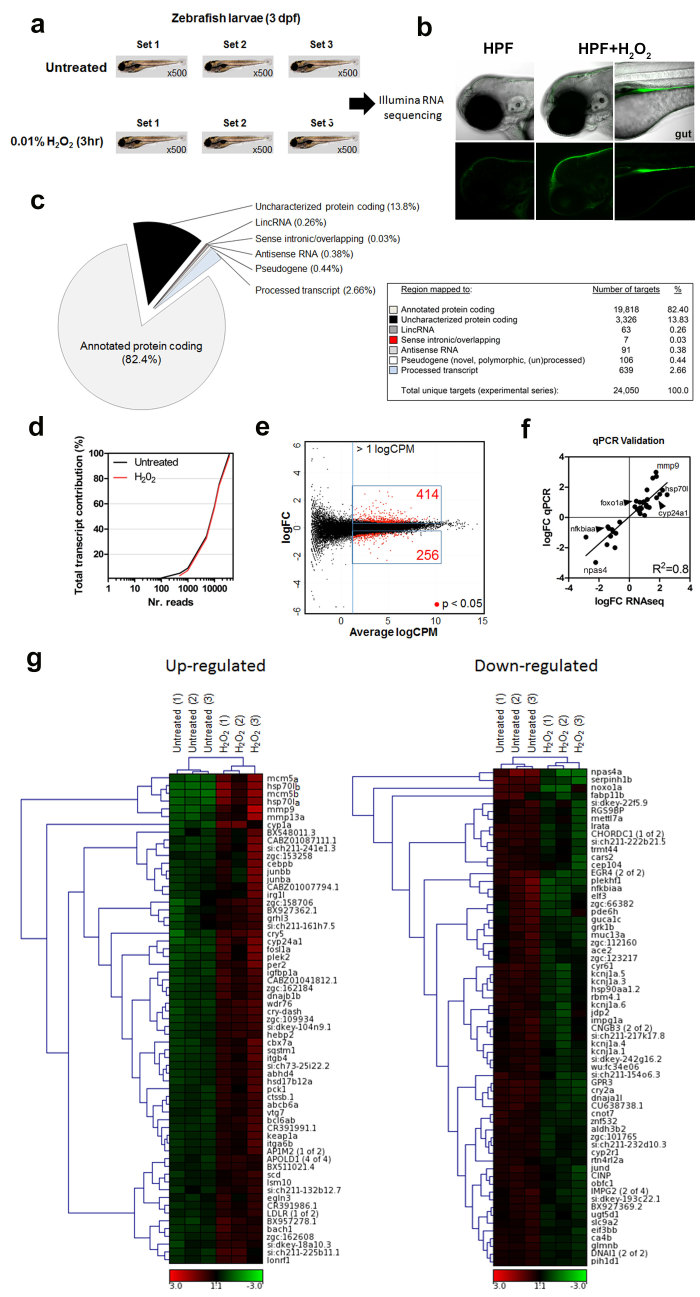
Whole transcriptome RNA-seq profile of larval zebrafish in response to low H_2_O_2_ treatment. (**a**) Pools of ~500 larvae/set of 4 day-post-fertilized (dpf) zebrafish larvae were treated with 0.01% (3 mM) H_2_O_2_ for three hours and total RNA was subsequently collected followed by pair-end next generation RNA sequencing (n = 3 biological replicates). (**b**) H_2_O_2_ sensor (HPF) either alone or with H_2_O_2_ treatment shows that H_2_O_2_ is mostly retained in the skin epithelium (n = 5 fish). (**c**) Distribution of mapped reads in the zebrafish transcriptome. RNA-seq data sent to NCBI (GEO: GSE75728). (**d**) Transcript complexity between untreated and H_2_O_2_-treated larval zebrafish samples. Based on read CPM (counts per million), the left-most value on the X-axis represents the most highly expressed transcripts, which is incrementally summed with each successively lower expressed transcript (rightward). The y-axis (% contribution of the total transcripts) was calculated using: [CPM/sum of all CPM] x 100%. (**e**) RNA-seq data was normalized with the read CPM method of the number of mapped reads on gene exons. Transcript expression data transformed on M (log ratio of fold change) and A (mean average) scale. Boxed blue regions represent statistically significant transcripts (p < 0.05) returned by the test for differential expression. The MA-plot shows the log_2_ fold changes from the treatment over the mean of normalized counts, i.e. the average of counts normalized by size factor. Cutoff set to >1 log_2_ CPM averaged over all samples, and below the cutoff there is no real inferential power. Note: Statistical significance drops below the threshold. (**f**) Quantitative PCR validation of RNA-seq results of a sub-set of candidate targets. Full data set is presented in Table S7 (n = 3 biological replicates). (**g**) Heat map indicates unsupervised hierarchical clustering of the top (left) and bottom (right) most significantly enriched transcripts derived from the RNA-seq data after H_2_O_2_ treatment. Hierarchical clustering was performed between individual experiments and transcripts. The color key indicates the log_2_ CPM expression values. *Abbreviations: HPF (hydrogen peroxide fluorogenic probe or pentafluorobenzenesulfonyl-fluorescein), CPM: Counts per million, FC: Fold-change*.

**Figure 2:**
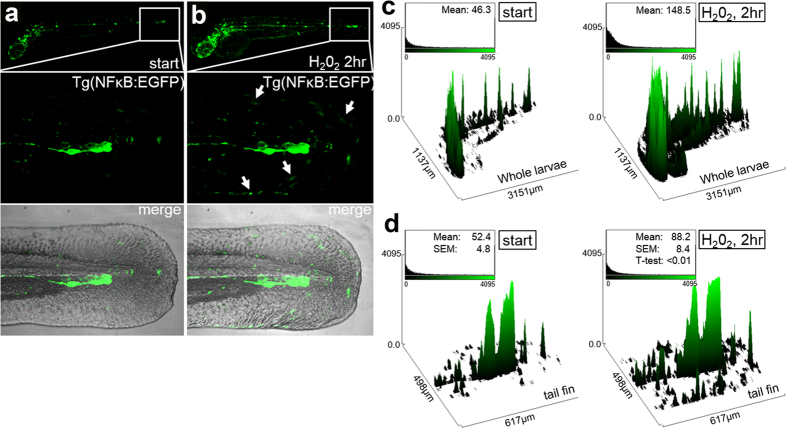
Transgenic NF-κB:EGFP zebrafish reveal peripheral NF-κB activation after H_2_O_2_ treatment Spatial patterns of increased NF-κB activation after H_2_O_2_ treatment of zebrafish larvae. (**a**) 3-dpf Tg(NF-κB:EGFP) reporter zebrafish larvae^59^ at the start of the experiment. (**b**) Tg(NF-κB:EGFP) zebrafish were imaged after 2hr post 0.01% H_2_O_2_ treatment. Both whole larvae (upper) and tail fins (below) were imaged, whereby GFP^+^ cells were partially localized to the periphery (arrows). (**c**) Quantitative analysis using relative mean fluorescence of the z-stack projected images using ImageJ (n = 2, 10 fish). Observation of increased number of GFP-labeled cells and overall fluorescence intensity in the whole larvae. (**d**) Higher-resolution analyses of the tail fin revealed a peripheral tissue spatial pattern of increase NF-κB activated cells after H_2_O_2_ treatment. n = 3 independent experiments per condition.

**Figure 3:**
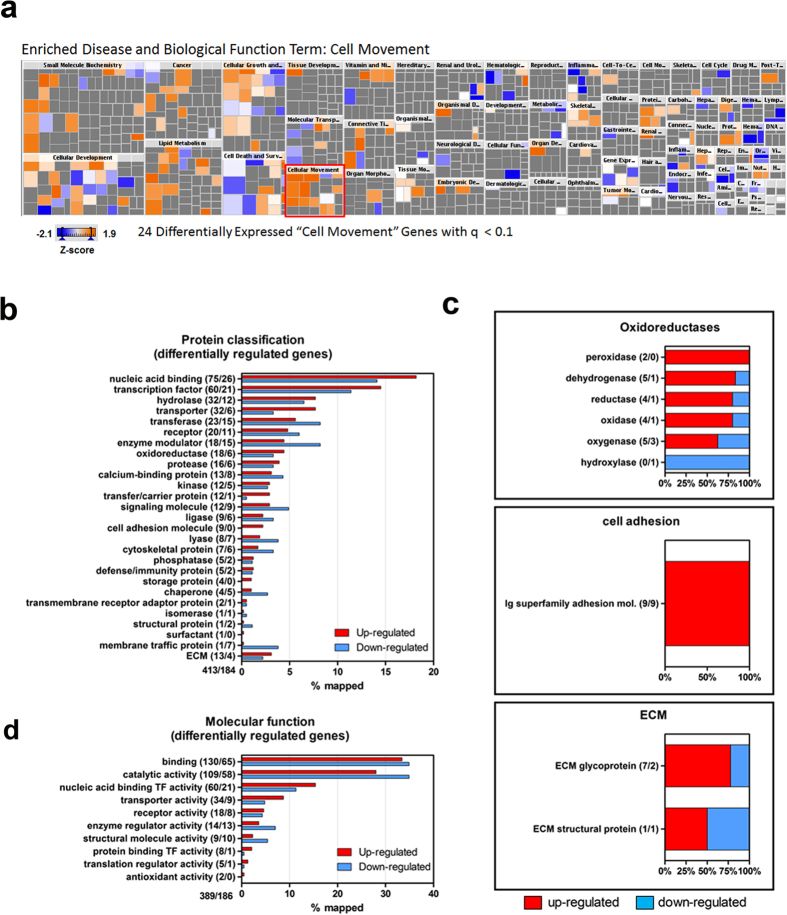
Enriched disease and biological functions and classification of differentially regulated transcripts after H_2_O_2_ treatment. (**a**) Downstream Effects Analysis in the Ingenuity’s Pathway Analysis was used to visualize, via color-coded heatmaps, putative biological and disease trends in H_2_O_2_-treated zebrafish larvae. Within the cell movement category (boxed in red) are 24 differentially expressed genes (q < 0.1, false discovery rate). The color intensity of the squares in the heatmaps reflects the strength of the absolute z-score for predictions (orange = positive, blue = negative). The categories are assembled with the most significant p-values displayed on the left of the heatmap. The size of the squares reflects the z-score values. (**b**) Protein classification of transcripts affected by H_2_O_2_ treatment of larval zebrafish. Bars represent the % of mapped transcripts to appropriate annotations. Absolute gene numbers are shown in parentheses. (**c**) Shown is the % of mapped transcripts up (red) or down (blue) regulated for three different categories: oxidoreductase, cell adhesion and ECM. (**d**) Classification of the molecular functions of affected transcripts after H_2_O_2_ treatment. Graphs represent the % of mapped transcripts to appropriate annotations. Analyses were performed using PANTHER^63^.

**Figure 4:**
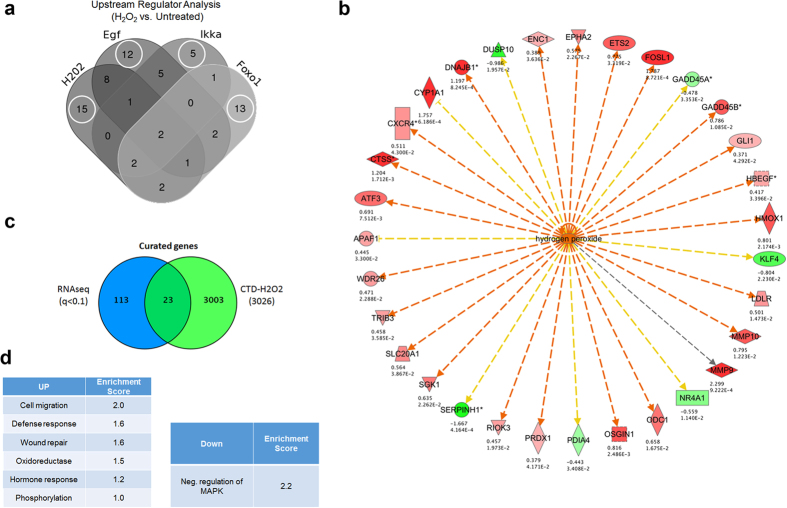
Upstream pathway analysis of larval zebrafish treated with H_2_O_2_. (**a**) Causal upstream networks determined using Ingenuity’s Upstream Regulatory Analysis after H_2_O_2_ treatment based on the literature compiled in the Ingenuity^®^ Knowledge Base. Fisher’s exact test p-values were calculated to assess the significance of enrichment of the RNA-seq data for the genes downstream of an upstream regulator (Worksheet 4). (**b**) Most significant downstream genes within the H_2_O_2_ upstream network in zebrafish samples (p < 0.05, n = 3 biological replicates). Top numerical value for each transcript represents log_2_(fold change) (H_2_O_2_ vs. untreated), while the lower value represents the p-value. Shades of red indicate the degree of upregulation, while shades of green represent the degree of downregulation. The edges connecting the nodes are colored orange when leading to activation of the downstream node, and yellow if the findings underlying the relationship are inconsistent with the state of the downstream node. Pointed arrowheads indicate that the downstream node is expected to be activated, while blunt arrowheads indicate that the downstream node is expected to be inhibited. (**c**) Overlap among the differentially expressed genes in H_2_O_2_-treated zebrafish and curated chemical-gene interactions for H_2_O_2_ derived from the Comparative Toxicogenomics Database (http://ctdbase.org). (**d**) Functional annotation analysis using DAVID^121^ of the H_2_O_2_-downstream genes. Enrichment scores ≥1 are considered significant.

**Figure 5:**
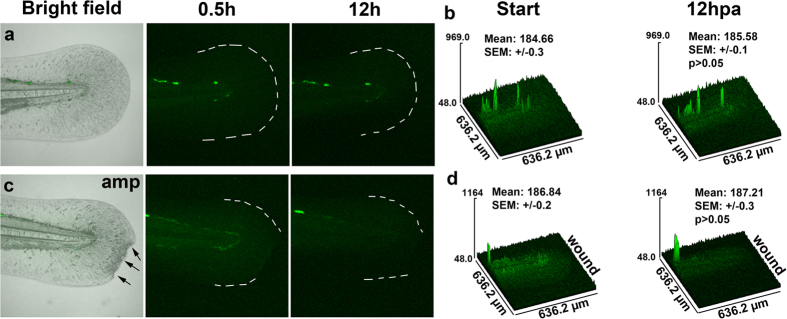
Comparison of ARE/EPRE:GFP activation in zebrafish. (**a**) The caudal fin of an uninjured EPRE:GFP larval zebrafish was imaged over the course of 12 hours. First and last images of the time-lapse sequence are shown. (**b**) Matching surface plots and quantification, comparing the fluorescence means of 4 individual fish (n = 4). Statistical significance was tested between first and last time points, showing lack of EPRE:GFP activation by 12 hours. (**c**) First and last image of a time-lapse sequence showing the amputated caudal fin (arrows) of an EPRE:GFP larval zebrafish. (**d**) Matching surface plots and quantification, comparing the fluorescence means of 6 individual fish, show that injury fails to activate EPRE:GFP.

**Figure 6:**
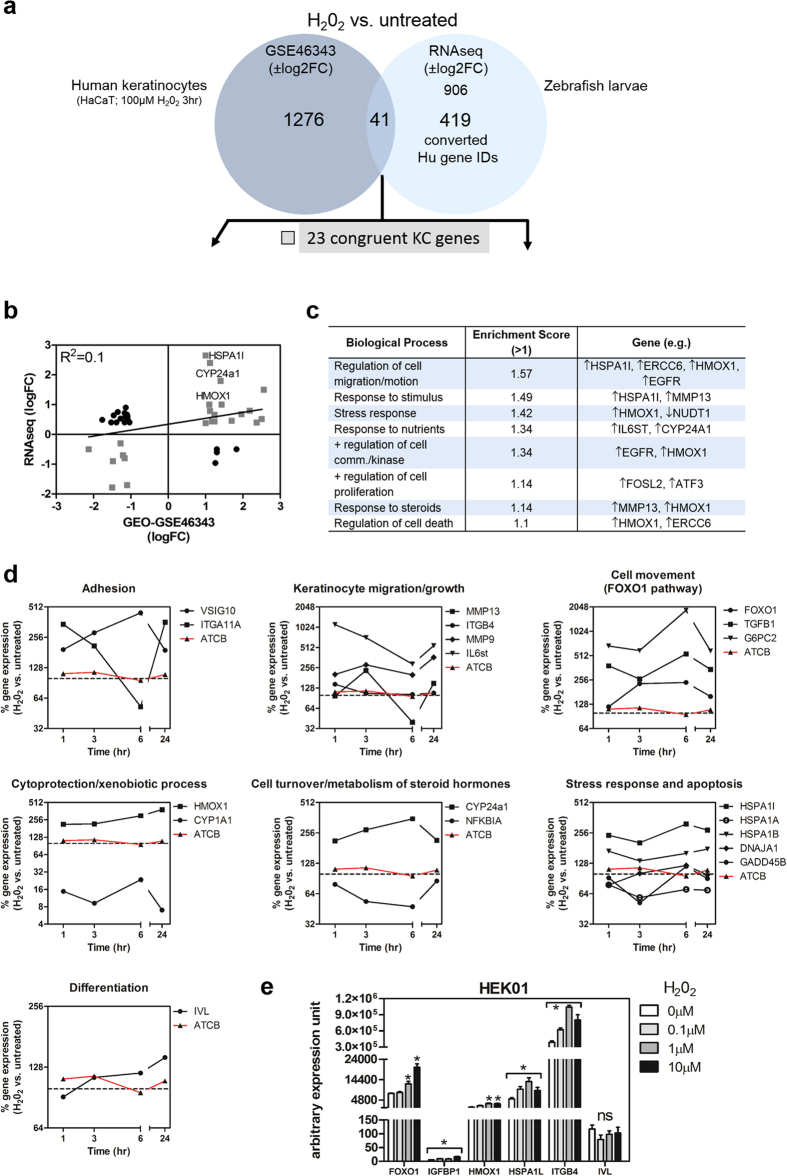
Comparative whole transcriptomic analysis between human epidermal keratinocytes and zebrafish larvae treated with H_2_O_2_. (**a**) Comparison of H_2_O_2_-mediated gene expression between HaCaT cells^36^ and zebrafish larvae reveals 23 congruent and 18 non-congruent overlapping genes. (**b**) Distribution of the overlapping genes based on logFC values. Congruent transcripts are boxed in gray. (**c**) Functional annotation clustering of the congruent genes using DAVID reveals biological processes, which are conserved between human epidermal cells and zebrafish treated with H_2_O_2_. (**d**) Detailed analysis of the HaCaT response to H_2_O_2_ [100 μM] over the entire time course within the GSE46343 study^36^. Data represented as the % gene expression of treated vs. untreated samples. (**e**) qPCR analyses of H_2_O_2_-treated HEK01 (6hr) consistent with activation of epithelial cell migration and adhesion. One-way ANOVA at an alpha = 0.05 (95% confidence interval) and Tukey’s multiple comparison post-tests were utilized. Significance is denoted with asterisks: *p < 0.05, n = 3–5 experiments. *Abbreviations: Fold change (FC), beta actin (ATCB), involucrin (IVL), integrin beta 4 (ITGB4), insulin-like growth factor-binding protein 1 (IGFBP1), heat shock 70 kDa protein 1 L (HSPA1L), not significant (ns).*

**Figure 7:**
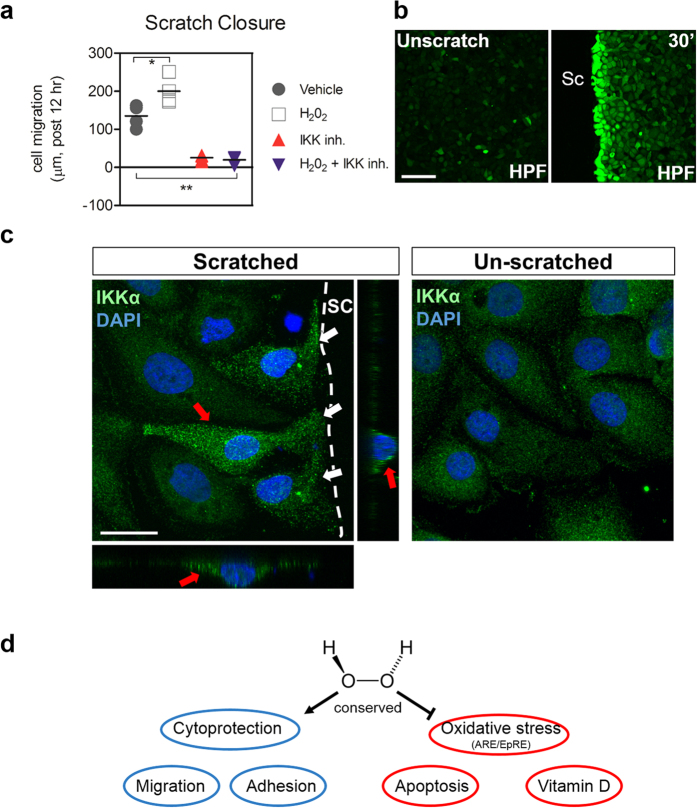
Inhibition of IKK/Ikk delays scratch closure and intracellularly accumulates within injured epidermal keratinocytes. (**a**) IKK is necessary for H_2_O_2_-induced HEK01 keratinocyte migration after wounding. Scratch assays were performed with H_2_O_2_ (0.1 μM) and Wedelolactone (50 μM) using HEK01 cells. Two-way ANOVA at an alpha = 0.05 (95% confidence interval) and Bonferroni’s multiple comparison post-tests were utilized. Significance is denoted with asterisks: *p < 0.05, **p < 0.01 (n ≥ 3–5 cell culture experiments). (**b**) Rapid H_2_O_2_ production using 1 μM HPF (hydrogen peroxide fluorogenic probe) at the scratch (sc) margin of HEK01 keratinocytes within 30 minutes. Bar = 100 μm (**c**) Rapid subcellular accumulation of IKKα within injured HEK01 cells at the scratch (sc) margin (white arrows) after 30 minutes compared to unscratched cells. Orthogonal views (red arrows) of an injured cell show peri-nuclear and cytoplasmic distribution and accumulation of IKKα. Bar = 20 μm. (**d**) Schema of overall findings.

How the deposited data were processed for this re-analysis (not part of the article)

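Messenger RNA from pools of whole zebrafish larvae was sequenced by the authors in 3 untreated libraries and 3 libraries from larvae treated with 3 mM H2O2. The paper states an age of 4 days post fertilization and 3 hours of treatment, and the sample labels state 3 days and 2 hours. Both are given because neither could be settled from the files. The paper's methods name trimming, alignment to Ensembl transcripts of Zv9 and quantification by RSEM, and a test by edgeR. The labels also name Bowtie2 2.0.9, TopHat, Cufflinks and Cuffdiff.

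The deposited table gives, for each gene, log2 values per library, which the authors made from CPM with 1 added before the logarithm. It also holds the log2 fold change and mean log2 CPM from the authors' edgeR fit. The p-value and FDR in the deposited table come from the same fit by the authors. The table was limited by the authors to genes with p under 0.05 and log2 CPM above 1, and it holds 670 genes, 669 of them protein coding. The separate tables of increased and decreased genes differ from it in 0 lines. Counts were not used here. The step between neighbouring values in each library implied totals of 31811527, 39766947 and 33145488 reads in the untreated and 30301558, 30400463 and 24727594 reads in the treated libraries. With these totals every value is a whole number of reads within 0.02. The lowest count above 0 was 13 to 35 reads, depending on the library. Counting error covers this sampling only, not the spread between pools.

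The log2 values were used as deposited. The difference between the group means was tested by limma 3.58.1 in R 4.3.3, with a linear model of treatment over the 6 libraries and empirical Bayes moderation of the variances without a trend. The prior degrees of freedom were 4.40. Its two-sided p-values were adjusted by Benjamini-Hochberg over 24050 tests, from the 35786 annotated genes of the paper less the 11736 at zero, because the table had been selected by p on the same libraries. The threshold was 0.05. A test for counts was not run, as the reads recovered from the steps exist only for the selected genes. On simulated data with 24050 genes in 3 against 3 libraries, 20 data sets had 200 changed genes each. Variances were drawn from the prior fitted to the genes of the table. Genes were selected at p under 0.05 in an unmoderated t-test, without a limit on log2 CPM. This kept 1369.75 genes per data set, against 670 in the real table. After it, 19.0% of genes changed by a log2 fold of 0.5 were called, 71.9% at 1 and 97.0% at 2. These shares cannot be carried over to the real table, because its selection differed and 0 of its genes were called. Per data set, 35.2 unchanged genes were called after selection, against 6.15 with every gene kept and 1075.3 with the adjustment made over the selected genes alone.

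The choices made before the data were examined were the test, the number of tests, the 22 gene lists, the rule for named genes and the alternatives, except that the supplementary Worksheet 1, which holds the same values, had been opened and its first and last genes and ranked lists had been seen. The lists cover heat shock, endoplasmic reticulum, Nrf2, antioxidant, clock, immediate early, matrix, NF-κB, cell cycle, p53, metabolic, xenobiotic and retinoid genes, the Nrf, catalase and glutathione peroxidase genes named by the paper, and markers of photoreceptors, pancreas, ionocytes, keratinocytes, intestine, liver, leukocytes, erythrocytes and muscle. For the 15 lists with at least 5 gene models in the table, the numbers of higher and lower models were compared with the rest of the table by Fisher's exact test (scipy 1.17.1, two-sided), and adjusted by Benjamini-Hochberg over these lists. In simulated directions, 9% of sets of 20 random lists, more than the 15 tested here, had any list past the threshold. Genes of the 22 lists were found by the symbols of the deposited table alone, so models that stand under other names were not counted. Lists taken from the paper were counted without a test of direction. An adjustment over a list alone took the number of its symbols, or of its gene models where these were more, as the number of tests. Named genes were those that the paper names for these libraries, the 12 largest positive and 12 largest negative differences among genes whose groups do not overlap, and the 4 largest differences of each list, in all 118 gene models. Gene names were taken from the deposited table. The reference name table held 564 of the identifiers, and coordinates are those of the deposited table on Zv9. Reference names can differ, as in lonrf1 (lonrf4), cry2a (cry3a) and the hsp70l model ENSDARG00000021924 (hsp70.3).

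The alternatives were the adjustment over the table alone, a mean-variance trend, robust moderation, no moderation, pseudocounts of 0.1 and 5, a mean log2 value of at least 3, the authors' p under 0.01, a replicate block, leaving out each library in turn, 1 gene per symbol in the lists, and means in place of medians. Measurements on human cells, reporter lines and by PCR were not analysed here, since the files hold the sequencing of zebrafish larvae alone. Values of some single genes are not reported here. Enrichment scores from Ingenuity, PANTHER and the Comparative Toxicogenomics Database were not recomputed.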

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

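The direction tests of the lists were planned, and the tests of explanations in this part were chosen after the results had been seen. Photoreceptor and retinal pigment epithelium genes, which the paper does not discuss, were mostly lower in treated larvae, with 12 of the 14 models in the table lower and 2 higher. This split differed from that of the rest of the table (adjusted p = 0.00162, Fisher's exact test, two-sided). Genes of a list are not independent of each other, and this p does not measure the spread between pools of larvae. The rhodopsin kinase gene grk1b had a difference of −0.88 (standard error 0.17), the guanylate cyclase activator guca1c one of −0.81 (standard error 0.22) and RGS9BP, an anchor of the regulator that ends the light response, one of −0.80 (standard error 0.22). Over all tests 0 of the 14 passed in limma, 2 higher and 11 lower had an unadjusted p under 0.05, and 0 higher and 2 lower passed when adjusted over the list alone. Whole larvae include the eyes, and lrata is also on the list of retinoid genes.

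Ionocyte genes, which the paper does not discuss either, had 8 of 9 models lower and 1 higher (adjusted p = 0.00764, Fisher's exact test against the rest of the table, two-sided). The potassium channel models kcnj1a.5 and kcnj1a.4 had differences of −0.90 and −0.72 (standard errors 0.17 and 0.18), and the carbonic anhydrase ca4b one of −0.67 (standard error 0.13). With limma, 0 of the 9 passed over all tests, 1 higher and 8 lower had an unadjusted p under 0.05, and 1 higher and 7 lower passed when adjusted over the list alone. Several of these models are kcnj1a copies that can share reads, so they are not separate observations. With the authors' p under 0.01, 20% of the list was higher and it no longer passed. With a mean log2 value of at least 3, 1 higher and 1 lower model were left, too few for a test, so the split rests on models of low expression. No explanation was tested.

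The gene models named mcm5 stood among the most increased. Both of the 2 identifiers with this symbol carry Hsp70 names in the reference tables, so the tables argue that these values belong to Hsp70 genes and not to the replication factor. The models overlap by 2732 bases, and how reads were shared between them and with the neighbouring hsp70l model cannot be told apart from the deposited values, because these do not show single reads. A response of Hsp70 genes to H2O2 remains as the biological explanation, and was not tested further.

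At the median over the higher and over the lower genes of the table, H2O2 replicate 3 lay farther from the untreated mean than the other treated libraries. It exceeded the mean of H2O2 replicates 1 and 2 by a median of 0.34 over the higher genes and of −0.16 over the lower genes, the latter with quartiles over genes of −0.40 and 0.14. With the authors' p under 0.01 the excess was 0.26 in the higher genes and −0.0067 in the lower genes, the latter with quartiles of −0.27 and 0.33. A single scaling offset of that library would move higher and lower genes alike, but it cannot be told apart from a stronger response here, because the genes had been selected by their direction on these same libraries. Its total of reads, as implied by the CPM, was the lowest, yet among the higher genes with a mean log2 value of at least 3 the median excess was 0.36. Because 350 of the 414 higher genes passed this limit, the median could hardly move, so counting noise cannot be excluded by it. It shows only that the excess was not confined to genes of low expression. A stronger response of that pool of larvae, or a difference in its handling, remains open too and was not tested.

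Clock, light-induced and photoreceptor genes were in the table in 33 models, and the groups did not overlap in 29 of them, compared with 93.9% of all genes of the table. Neither the paper nor the labels give the time of day or the light at collection for the 2 groups. A difference in time or light may therefore lie behind these values, and it cannot be told apart from an effect of H2O2, since each group could have been collected at its own time. An effect of the treatment on these genes remains open, as untested.

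The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. In limma over all tests, the real split called 0 genes and the highest of the other splits 1. At an unadjusted p under 0.05, the real split gave 625 genes and the highest other split 27, but the genes of the table had been selected on the real split.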

How the results depend on the processing

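Every alternative but 1 was planned; the adjustment over 24140 tests, the number implied by the deposited FDR, was chosen after seeing the data. No gene passed in limma over all tests with all libraries (625 at an unadjusted p under 0.05), and 0 passed with a mean-variance trend (631), robust moderation (625), no moderation (451), pseudocounts of 0.1 (617) or 5 (600), a mean log2 value of at least 3 (438), the authors' p under 0.01 (150) or over 24140 tests (625), with the counts at an unadjusted p under 0.05 in parentheses. Adjusted over the table alone, 365 higher and 252 lower genes passed, among them 111 of the 118 named ones, because fewer tests were counted. With the replicate block, 51 higher and 20 lower genes passed, 48 of them named; the cause was not tested. Correlations of deviations between libraries with the same number were −0.00137, −0.105 and −9.64e-05; none is over 0.1, not every library correlated best with its own number, and the paper does not say that a number marks a shared clutch or day, so the libraries were taken to share only a number. Leaving out 1 library gave 0 to 9 higher, 0 to 1 lower and 0 to 8 named genes, the highest without H2O2 replicate 2 for the higher and named genes and without H2O2 replicate 3 for the lower. Of the 6 lists past the threshold of Fisher's test, 1 passed with the authors' p under 0.01 and 2 with a mean log2 value of at least 3, where fewer genes entered. Photoreceptor genes passed with both filters and endoplasmic reticulum genes with the second, too few of them being left for a test with the first; with 1 gene per symbol all 6 passed. With these 2 filters the share of higher models was 100% and 100% in Nrf2 target genes, 100% and 100% in matrix genes and 100% and 95% in lipid and glucose metabolism, and with the first it was 20% in ionocyte genes, all short of the threshold. With the second, 1 higher and 1 lower ionocyte model were left (50% higher), too few for a test. Relative to the table's own share, 2 lists that had not passed and kept at least 5 models were reversed, clock genes with 70.6% higher at a mean of at least 3 and aryl hydrocarbon, retinoid and vitamin D genes with 60% higher at the authors' p under 0.01; with fewer models left and no test, NF-κB genes at 33.3% (1 of 3) and keratinocyte genes at 75% (3 of 4) were reversed with the latter filter. The cause was not tested. No value could be had for lists of only the genes past the limma test. With the authors' p under 0.01, the median responses of H2O2 replicates 1, 2 and 3 were 0.78, 0.70 and 1.00 for the higher and −0.75, −0.82 and −0.79 for the lower genes, where genes with larger differences were kept. The total behind the CPM, recovered from the steps, was 24727594 reads or more per library, and depth limits genes of low expression. Whether this total is a plain count of aligned reads or was scaled by normalization is not known.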

Differences from the paper's values

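The paper's values are log2 fold changes of CPM, and those here are differences of log2(CPM + 1). The latter are smaller where expression is low. In Worksheet 1 the paper's log2 fold change of GUCY2C (1 of 2) is −0.607, against a difference of −0.44 here. Of the alternatives set before the data were examined, the values lay within the spread under the pseudocount of 0.1, without untreated replicate 1 or 2 and without H2O2 replicate 2 or 3, and under none of the others. For kcnj1a.3 the paper's value is −1.12, against −0.81 here, within the spread under the pseudocount of 0.1 and without H2O2 replicate 3, and under none of the others. For ca4b it is −1.01, against −0.67 here, within the spread under the pseudocount of 0.1 alone. In Worksheet 6 the paper gives −0.96 for ALDH3B2, 0.9 for LSM10 and −0.7 for PIH1D1, against −0.63, 0.63 and −0.54 here, all within the spread under the pseudocount of 0.1 alone. Their deposited log2 fold changes are −0.96, 0.91 and −0.71, near the paper's values. All models named so far had group means of 1.24 to 2.27 log2(CPM + 1), so the gap goes with the added 1. The paper's values for ERCC6 and RALGPS2 in Worksheet 6 are 1 and 0.8, against 0.57 and 0.41 here, and they differed under every alternative that kept the gene, RALGPS2 not being kept with the authors' p under 0.01. Of the 41 genes in that comparison with human cells, 32 had 1 match in the deposited table, and for 28 of these the paper's value lay within 0.1 of the deposited log2 fold change. Beyond it, besides ERCC6 and RALGPS2, were GRHL3, where the paper's value is 0.4 against 1.02 in the deposited table and 0.90 here, and MMP13, where it is 2.4 against 1.98 and 1.61, both within the spread of the libraries here.

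The paper gives hsp70l as the most elevated transcript. Here the largest positive difference was 2.38 (standard error 0.27) in a model named mcm5 that is annotated as an Hsp70, beside 2.35 (standard error 0.25) in hsp70l, a gap smaller than either standard error. With the pseudocount of 0.1 hsp70l led, as in the paper, at 2.56 beside 2.49, and the authors' deposited log2 fold changes of CPM are 2.66 and 2.59. The paper gives npas4 as the most decreased, and here npas4a was at −2.05 and cs at −2.98, with the cs value resting on 1 library listed at 0. Without that library, H2O2 replicate 3, npas4a was at −1.95 and cs at −1.69, the paper's order. The paper describes mcm5 as the replication factor, whereas the annotation of both models is Hsp70. The paper states that elf3 was enhanced by H2O2 in its account of EGF, and that it was decreased in its account of NF-κB. Here elf3 was at −1.12 (standard error 0.25). The paper states that no nfe2 gene was differentially regulated, and the deposited table holds nfe2l1a among the genes past the authors' p, with 0.42 here (standard error 0.15, adjusted p = 1 from limma). From its pathway mapping and a reporter line imaged in uninjured and injured fins, it describes genes under antioxidant response elements as not activated. The groups here are others, untreated and H2O2-treated whole larvae. Of 49 symbols of Nrf2 target genes, 11 are in the table, all higher, with 0 past limma over all tests and 11 at an unadjusted p under 0.05. Values of the other symbols are not known.

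The paper names klf4, dusp10, mmp10, rsl1d1 and cish as regulated in zebrafish larvae, and these symbols are not among the genes of the table. They come from its Ingenuity networks, and its worksheet gives KLF4, DUSP10 and CISH under human symbols. Such a gene may therefore stand in the table under another name. The paper's egfr and hspa1l are not among the genes of the table either. They come from a comparison for which it converted the zebrafish genes to human identifiers. The table holds 4 Hsp70 models under other symbols, all higher. The paper's zebrafish value for hspa1l is 2.65, near the deposited log2 fold change of hsp70l given above, so it may be that model under a human name. The paper names more genes from the Comparative Toxicogenomics Database and more oxidoreductases than the 21 and 23 names in its worksheets, and its count of Nrf2 genes is below the 11 names that it lists. On the second sheet of Worksheet 1, the p-values beside the 20 genes of the ranked lists belong in 0 cases to that gene and in 20 cases to another gene of the table.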

Other observations

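The summaries in this part come from the planned lists and from checks of the deposited columns that were chosen after they had been seen. All 7 liver genes in the table were higher in treated larvae, including vtg7, a yolk protein precursor, at 0.80 (standard error 0.17) and agxtb, an aminotransferase, at 0.60 (standard error 0.14). Against the rest of the table this gave an adjusted p of 0.103 (Fisher's exact test, two-sided). Tested by limma, 0 of the 7 passed over all tests, 7 had an unadjusted p under 0.05 and 4 passed when adjusted over the list alone, and pck1, g6pca.1, g6pca.2 and igfbp1a are on the metabolic list as well. Of 5 keratinocyte and epidermis genes, 3 were higher and 2 lower (adjusted p = 1, Fisher's exact test, two-sided). The epidermal transcription factor grhl3 was at 0.90 (standard error 0.25), and in limma 0 of the 5 passed over all tests, 3 higher and 2 lower had an unadjusted p under 0.05, and 2 higher and 1 lower passed when adjusted over the list alone.

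Lists with fewer than 5 gene models in the table were not tested for direction. The 3 intestine genes were lower, among them the mucin muc13a at −0.81 (standard error 0.20). The 3 exocrine pancreas genes were lower too, but the groups overlapped in zgc:112160 and zgc:66382. The elastase ela3l, where they did not overlap, was at −0.46 (standard error 0.16). Over all tests and when adjusted over the list alone, 0 of the genes of either list passed in limma, and all 3 of each had an unadjusted p under 0.05. The erythrocyte genes hbae1, a globin, and slc4a1a, an anion exchanger, were higher by 0.58 and 0.37 (standard errors 0.32 and 0.14). The groups overlapped in hbae1, and its difference was 0.17 without H2O2 replicate 3. Of these 2 erythrocyte genes, 0 passed in limma over all tests or when adjusted over the list alone, and 1 had an unadjusted p under 0.05. The table holds no model of the 31 skeletal muscle symbols.

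The authors' deposited FDR was at least 0.892 for every gene, and it lay under 1 for 52 of them. These FDR values imply 24140 tests. If no gene had changed, 1207 of that many genes would be at p under 0.05, before the authors' limit on log2 CPM, which the genes of the table also passed. The differences from limma had the same sign as the authors' log2 fold change in every gene of the table, with Pearson's r of 0.993 across genes, which are not independent replicates.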
